# Translation repression via modulation of the cytoplasmic poly(A)-binding protein in the inflammatory response

**DOI:** 10.7554/eLife.27786

**Published:** 2017-06-21

**Authors:** Xu Zhang, Xiaoli Chen, Qiuying Liu, Shaojie Zhang, Wenqian Hu

**Keywords:** translational control, RNA-binding protein, inflammatory response, post-transcriptional regulation, poly(A) tail binding protein, Mouse

## Abstract

Gene expression is precisely regulated during the inflammatory response to control infection and limit the detrimental effects of inflammation. Here, we profiled global mRNA translation dynamics in the mouse primary macrophage-mediated inflammatory response and identified hundreds of differentially translated mRNAs. These mRNAs’ 3’UTRs have enriched binding motifs for several RNA-binding proteins, which implies extensive translational regulatory networks. We characterized one such protein, Zfp36, as a translation repressor. Using primary macrophages from a Zfp36-V5 epitope tagged knock-in mouse generated by CRISPR/Cas9-mediated genome editing, we found that the endogenous Zfp36 directly interacts with the cytoplasmic poly(A)-binding protein. Importantly, this interaction is required for the translational repression of Zfp36’s target mRNAs in resolving inflammation. Altogether, these results uncovered critical roles of translational regulations in controlling appropriate gene expression during the inflammatory response and revealed a new biologically relevant molecular mechanism of translational repression via modulating the cytoplasmic poly(A)-binding protein.

**DOI:** http://dx.doi.org/10.7554/eLife.27786.001

## eLife digest

DNA sequences called genes produce RNA molecules, some of which (the “messenger RNAs”) go on to be ‘translated’ to make proteins. This gene activity enables cells to react to their surroundings. For example, immune cells called macrophages produce hundreds of RNA molecules and proteins as part of an inflammatory response that defends the body against an infection. However, many of these molecules can also damage healthy tissue, so many layers of regulation control when, and how much of, these molecules are made.

There are several ways to control how many proteins a cell produces. For example, cells might regulate how many messenger RNA molecules (also called mRNAs for short) are produced from a gene, or control how many proteins are translated from those mRNA molecules. Previous studies of how inflammatory responses are regulated have largely focussed on how mRNA production is controlled. Much less is known about the role that regulating mRNA translation has on the inflammatory response.

By studying mouse macrophages, Zhang, Chen et al. have now identified hundreds of proteins whose production is regulated during an inflammatory response by controlling their translation from mRNA molecules. A group of RNA-binding proteins produced by the macrophages perform this regulation. Further observation revealed that a particular RNA-binding protein called Zfp36 prevents the translation of several important mRNAs, thereby helping to end an inflammatory response.

Zhang, Chen et al. then genetically engineered mice to produce a version of Zfp36 that has a ‘tag’ attached to it that makes the protein easier to detect. Studying the activity of Zfp36 in these mice revealed that this RNA-binding protein works by interacting with another protein that normally binds to structures known as poly(A) tails at the end of the mRNA molecules.

Zhang, Chen et al. believe that similar genetic engineering approaches could help researchers to study how other RNA-binding proteins work in living animals. In addition, by better understanding how inflammatory responses are regulated it may be possible to investigate new ways of treating conditions where this response is prolonged, such as in autoimmune disorders like rheumatoid arthritis.

**DOI:** http://dx.doi.org/10.7554/eLife.27786.002

## Introduction

Precise generation of gene products is essential for cells to mount proper responses to physiological and pathological stimuli. This accuracy is achieved by multiple layers of regulations that occur synchronously at different steps of gene expression, including transcription, splicing, translation, mRNA stability, and protein modification and degradation. Importantly, malfunction of these regulatory circuits contributes to many pathological conditions. Thus, characterizing the regulatory networks controlling gene expression is of both biological and clinical significance.

Macrophages are an important type of innate immune cell involved in both detecting exogenous and endogenous danger signals and initiating proper immune responses (reviewed in Medzhitov and Janeway, 2000). These danger signals are recognized as pathogen-associated molecular patterns (PAMPs) by pattern-recognition receptors (PRRs). PAMPs are molecules that are absent in host cells but broadly shared by pathogens. For example, macrophages can detect bacterial infection by recognizing bacterial lipopolysaccharide (LPS), a cell membrane component present in gram-negative bacteria, by a PRR, toll-like receptor 4. This recognition activates signaling transduction cascades that result in rapid expression of inflammatory response genes to control infection. Many gene products from the inflammatory response, such as the proinflammatory cytokine TNF (tumor necrosis factor alpha), however, are also toxic to healthy tissues (reviewed in Kalliolias and Ivashkiv, 2016). Thus, the expression of these inflammatory genes is tightly controlled by multiple regulatory circuits to maintain a delicate balance between managing infection/injury and damaging normal tissues (reviewed in Hanada and Yoshimura, 2002). Critically, malfunction of these regulations can result in pathologic inflammation that is associated with a wide variety of human diseases, including obesity, cardiovascular and neurodegenerative diseases, and cancer (Reviewed inKotas and Medzhitov, 2015). Thus, characterizing regulatory programs in the inflammatory response will both reveal fundamental mechanisms of gene expression and provide insights into inflammation-associated diseases.

Previous studies have identified multiple programs controlling mRNA production and degradation in macrophage-mediated inflammatory responses (reviewed in Carpenter et al., 2014; Medzhitov and Horng, 2009). For example, stimulation of PRRs by PAMPs can activate several transcription factors, such as nuclear factor-κB, interferon-regulatory factors, and CCAAT/enhancer-binding protein-δ, which results in the rapid induction of inflammatory response genes. These genes include both cytokines (e.g. TNF) to control infection and negative regulators of inflammatory signaling pathways (e.g. suppressors of cytokine signaling proteins) to limit the detrimental effects of inflammation. Besides transcriptional regulations, inflammatory response genes are also subject to controls at the mRNA stability level. The 3’-untranslated regions (UTRs) of many inflammatory cytokine mRNAs have sequence motifs, such as AU-rich elements (AREs) and constitutive decay elements (CDE) that can promote rapid mRNA degradation (Garneau et al., 2007; Stoecklin et al., 2003). These mRNA decay mechanisms help to prevent sustained expression of potentially harmful cytokines, thereby contributing to resolving inflammation. Together, these regulations at the mRNA production and degradation levels ensure appropriate transcriptomic responses during inflammation.

In eukaryotic cells, mRNA degradation is intimately linked with mRNA translation (reviewed in Roy and Jacobson, 2013). Interestingly, temporal regulation of translation and mRNA decay is an important mechanism of inhibiting gene expression. For example, certain microRNAs down-regulate the expression of their target mRNAs by first inhibiting translation and then promoting mRNA degradation (Bazzini et al., 2012; Djuranovic et al., 2012). Compared to our knowledge of mRNA stability regulations, our understanding of mRNA translational control during the inflammatory responses, however, is still very limited. Recent observations from activated macrophage-like cell lines indicate that several mRNAs are differentially translated (Schott et al., 2014), which implies important roles of controlling mRNA translation during the inflammatory response. The *trans*-acting factors regulating the translation of these mRNAs, however, are still largely unknown.

In this study, we explored translational regulation of the inflammatory response mediated by mouse primary bone-marrow-derived-macrophages (BMDMs). Using ribosome profiling, we identified hundreds of differentially translated mRNAs. Interestingly, the 3’UTRs of these mRNAs have significantly enriched binding motifs for several RNA-binding proteins (RBPs) expressed in the activated BMDMs, which suggests widespread mRNA translational regulatory networks. We functionally characterized one such RBP, Zfp36, which is required for resolving inflammation, as a translational repressor. Using primary BMDMs from a V5-epitope tag knock-in mouse generated by CRISPR/Cas9-mediated genome editing, we identified the target mRNAs of the endogenous Zfp36 by CLIP-seq (cross-linking immunoprecipitation followed by high-throughput sequencing). Moreover, using quantitative proteomics, we found that the endogenous Zfp36 predominantly interacts with the cytoplasmic poly(A)-binding protein (Pabpc1) in an RNA-independent manner in primary activated BMDMs. Critically, this interaction is required for the translational repression of the Zfp36 target mRNAs, including the mRNAs encoding several important proinflammatory cytokines, in the activated BMDMs. Collectively, these results highlight critical roles of translational regulations in controlling appropriate gene expression during the inflammatory response and reveal a new biologically relevant molecular mechanism of translational repression via modulating Pabpc1.

## Results

### Global translational profiling during the macrophage-mediated inflammatory response

We used the response of mouse primary BMDMs to LPS as a model to study translational regulations in inflammation, because this is one of the best-characterized inflammatory responses (reviewed in Medzhitov and Janeway, 2000). Specifically, mouse primary BMDMs were treated with 100 ng/ml LPS and collected at 0, 1, 2, 4, and 6 hr after LPS stimulation. Cells harvested at each time point were split into two fractions, which were subjected to either RNA-seq or ribosome profiling (Ribo-seq) (Figure 1A). In RNA-seq, ribosomal-RNA-depleted total RNAs were randomly fragmented, followed by directional cloning for sequencing. In Ribo-seq, the ribosome-protected mRNA fragments (RPFs) were isolated by sucrose-density gradients and then subjected to directional cloning and sequencing. The resulting reads were then aligned to a well-annotated mouse transcriptome, with more than 300 million reads mapped in total. 

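BMDMs are macrophages grown from mouse bone marrow, and LPS is a component of the outer membrane of Gram-negative bacteria that activates them through the receptor Tlr4. Cells were collected at 0, 1, 2, 4 and 6 h of treatment with 100 ng/ml LPS, with 2 biological replicates (A and B) at each of the 5 time points. Each culture gave 1 RNA-seq and 1 Ribo-seq library, so that each assay has 10 libraries. The authors removed reads of rRNA, tRNA and mitochondrial DNA with Bowtie, aligned the others to the mm10 genome with TopHat and RefSeq genes, counted reads per gene with HTSeq, and deposited 1 RPKM value per gene and library for 6397 genes. RPKM values have library size and gene length already divided out, so no test for counts was used. The apparent TE was taken as RPF RPKM over RNA RPKM of the same culture. Time points were compared with limma on log2(RPKM + 1), and for TE on the log2 of the ratio of RPF RPKM + 1 to RNA RPKM + 1, a scale that understates changes of lowly expressed genes. Genes entered a test with a mean of at least 10 RPKM over the 10 libraries of the assay, or of both assays for TE, which left 4805 genes for RNA, 5277 for RPFs and 4621 for TE. All time points shared one estimate of the spread with 5 residual degrees of freedom, because 2 replicates per time point give little information of their own. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Members of gene lists fixed before the data were examined were tested together with camera, which compares a list with all other tested genes, at a preset correlation of 0.01 between genes and again at a correlation estimated from the data, and with fry, which asks whether the members move one way on balance. Low Ribo-seq values lie on steps of a whole read in 84.8% to 96.8% of cases per library (tolerance 0.06 of a read, 2713 genes with 1 annotated mRNA). These steps put the reads behind the RPKM scale at 1290000 and 2320000 for replicates A and B at 0 h, 1690000 and 1700000 at 1 h, 2290000 and 1660000 at 2 h, 3480000 and 1990000 at 4 h, and 550000 and 2560000 at 6 h. They sum to 19500000 over the 10 Ribo-seq libraries, whereas the total that the paper states covers both assays. The steps of the RNA-seq values could not be resolved, so the depth of those libraries is unknown here.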

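In the RNA-seq data, LPS raised the mRNAs of cytokines, chemokines and feedback regulators of NF-kB and MAPK signalling within 1 h. By 6 h interferon-stimulated genes had risen while mRNAs of ribosomal proteins and of the respiratory chain had fallen. All 22 tested inflammatory cytokines and chemokines rose at 1 h, with a median log2 change against 0 h of 3.68 (camera adjusted p = 2.95e-55, and adjusted p = 0.00648 with an estimated correlation). Cxcl2 and Cxcl1, chemokines that attract neutrophils, rose by 8.99 and 8.89 on the log2 scale (standard error 0.14 and limma adjusted p = 2.41e-16 for both). Cxcl2 lies on chromosome 5 of mm10 from 90903899 to 90905938 and Cxcl1 on the same chromosome from 90891245 to 90893121. Cxcl1 mRNA went from 1.38 ± 0.487 RPKM (SD, n = 2) at 0 h to 1117 ± 71.8 RPKM (SD, n = 2) at 1 h. The cytokine mRNAs Il1a and Tnfsf9 rose by 6.64 and 6.41. Of 24 tested feedback regulators of NF-kB and MAPK signalling, 21 rose and 0 fell at 1 h (21 up and 1 down when adjusted over the list alone), with a camera adjusted p = 1.33e-42 and an adjusted p = 0.0397 with an estimated correlation. Among them were Socs3, an inhibitor of cytokine receptors (6.58), the deubiquitinase Tnfaip3 (6.19), the atypical IkB protein Nfkbiz (5.43) and the MAPK phosphatase Dusp2 (5.16). Csrnp1, a nuclear protein outside these lists, rose by 5.31. Of 15 immediate early transcription factors, 10 rose and 1 fell (12 and 2 when adjusted over the list alone), among them Egr2 (4.19), Junb (3.24) and Btg2 (2.52). Their camera adjusted p was 3.17e-12, and the adjusted p = 0.137 with an estimated correlation. Of 20 apoptosis genes, 8 rose and 1 fell (8 and 2 when adjusted over the list alone, camera adjusted p = 2.19e-06, and adjusted p = 0.235 with an estimated correlation), led by the stress gene Gadd45b (4.38) and the kinase Pim1 (4.30). Of 26 genes of TNF and NF-kB signalling, 9 rose and 3 fell (12 and 4 when adjusted over the list alone, camera adjusted p = 5.43e-06, and adjusted p = 0.319 with an estimated correlation), among them the caspase-8 inhibitor Cflar (2.92) and the NF-kB subunit Rel (2.46). Ribosomal protein mRNAs had a median of -0.29 at 1 h (camera adjusted p = 0.0097, and adjusted p = 0.922 with an estimated correlation) and subunits of oxidative phosphorylation of -0.23 (0.0148, and adjusted p = 0.922 with an estimated correlation), calls lost without 0 h replicate A (0.882 and 0.671) and without 1 h replicate B (0.368 and 0.11). In all, 371 of 4805 genes were higher and 438 lower at 1 h than at 0 h by limma. The lower count was 114 without 1 h replicate B, 189 without 0 h replicate A and 780 without the filter on low values. The median of all genes shifted by -0.15, and with each library centred on its median 444 genes were higher and 288 lower.

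**Figure D1:**
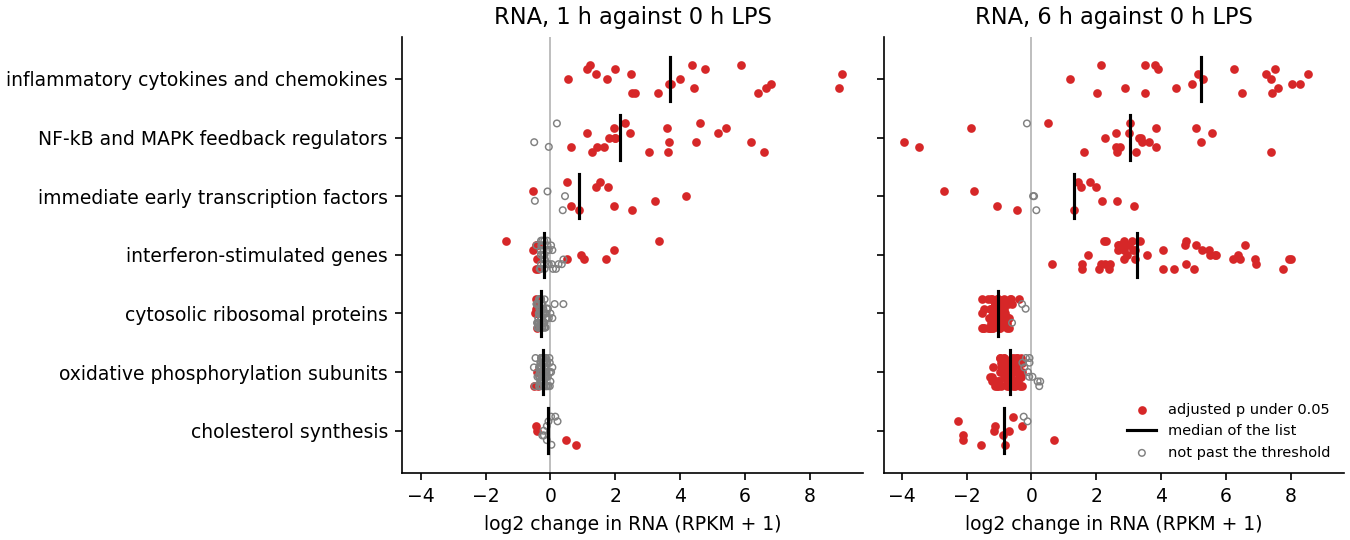
Log2 change in RNA at 1 h and 6 h of LPS against 0 h for the tested members of 7 gene lists, from the limma fit of 10 RNA-seq libraries (n = 2 per time point). Each point is a gene, filled where its adjusted p is under 0.05, and the black line is the median of the list; all 22 cytokines and chemokines lie above 0 at both times, and 76 of 79 ribosomal protein mRNAs are filled and below 0 at 6 h.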

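At 6 h, the cytokine and chemokine mRNAs were all still higher than at 0 h (22 of 22, also when adjusted over the list alone, median 5.22, camera adjusted p = 6.93e-18, and adjusted p = 0.0854 with an estimated correlation). The 10 genes with the largest changes were the acute-phase gene Saa3 (9.33, standard error 0.21, limma adjusted p = 2.5e-15), Acod1, which makes itaconate (8.87), the chemokine Ccl5 (8.54, standard error 0.16, adjusted p = 4.53e-16), Il1b (8.30), the collagenase Mmp13 (8.28), the lipase Lipg (8.27, standard error 0.11, adjusted p = 3.01e-17), the chemokine Cxcl10 (8.05), the GTPases Gbp5 (8.00) and Gbp2 (7.75) and the antiviral protein Rsad2 (7.96). Saa3 lies on chromosome 7 from 46711998 to 46715676, Ccl5 on chromosome 11 from 83525778 to 83530518 and Lipg on chromosome 18 from 74939322 to 74961263. All 48 tested interferon-stimulated genes rose (48 when adjusted over the list alone, median 3.26, camera adjusted p = 1.09e-29, and adjusted p = 0.156 with an estimated correlation), whereas at 1 h 6 had risen and 7 fallen (median -0.20, adjusted p = 0.726). At 1 h the interferon regulatory factor Irf1 rose by 3.35 and Stat2, a transducer of interferon signals, fell by 1.37. Ribosomal protein mRNAs fell at 6 h in 76 of 79 cases (76 when adjusted over the list alone), with a median of -1.02 (camera adjusted p = 1.66e-05, and adjusted p = 0.754 with an estimated correlation). Rps27l, Rpl32 and Rps12 fell by 1.54, 1.53 and 1.52. Of 78 subunits of oxidative phosphorylation, 0 rose by limma (0 also at an adjustment over the list alone) and 67 fell (67 when adjusted over the list alone), with a median of -0.66 (camera adjusted p = 0.00645, and adjusted p = 0.754 with an estimated correlation). Ndufa6 and Ndufb11, subunits of complex I, fell by 1.22 and 1.21. Of the feedback regulators, 20 of 24 were higher and 3 lower (the same counts when adjusted over the list alone, median 3.03, camera adjusted p = 1.05e-09, and adjusted p = 0.442 with an estimated correlation). Of the 26 genes of TNF and NF-kB signalling, 16 were higher and 7 lower, the same counts as when adjusted over the list alone (median 1.03, camera adjusted p = 0.00019, and adjusted p = 0.58 with an estimated correlation), with the TNF receptor Tnfrsf1b at 5.04 and Nfkb2, a subunit of NF-kB, at 3.33. At 6 h, 1252 genes were higher and 2640 lower, and the median of all genes shifted by -0.41. With centring, 1581 were higher and 2221 lower.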

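In further groups of housekeeping and macrophage genes, single mRNAs changed by 6 h, and only glycolysis and apoptosis passed as lists. Because most tested genes passed at 6 h, counts of members do not by themselves set a list apart from other genes. Enzymes and transporters of glycolysis, which macrophages use more after LPS, had 8 of 17 mRNAs higher and 2 lower by limma (8 and 2 when adjusted over the list alone, camera adjusted p = 0.00614, and adjusted p = 0.671 with an estimated correlation), with Pfkfb3, an activator of glycolysis, at 5.30 and the glucose transporter Slc2a1 at 2.87. Enzymes of cholesterol synthesis had 1 of 14 higher and 11 lower (1 and 11 when adjusted over the list alone, camera adjusted p = 0.0553), and Sqle and Insig1, a regulator of the pathway, fell by 2.27 and 1.55. This list passed with no filter (adjusted p = 0.0282), without 0 h replicate A (0.0491) and without 6 h replicate A (0.0374). Factors of splicing and 3' end processing had 5 of 81 higher and 49 lower (5 and 49 when adjusted over the list alone, camera adjusted p = 0.117), and Hnrnpr and Snrpd1 fell by 1.86 and 1.68. The mRNA decay machinery had 2 of 25 higher and 19 lower (2 and 19 when adjusted over the list alone, camera adjusted p = 0.0907), and the exosome subunits Exosc1 and Exosc8 fell by 2.15 and 1.95. Translation factors had 7 of 44 higher and 29 lower (7 and 29 when adjusted over the list alone, camera adjusted p = 0.286), and Eif4b fell by 1.38. Lysosomal and phagocytic genes had 17 of 57 higher and 19 lower (16 and 19 when adjusted over the list alone, camera adjusted p = 0.0965), with the Fc receptors Fcgr2b and Fcgr4 at 5.00 and 4.50. Among 20 markers of macrophage identity, 8 rose and 8 fell (8 and 8 when adjusted over the list alone, camera adjusted p = 0.292): the transcription factor Cebpa fell by 4.32 and the LPS co-receptor Cd14 rose by 1.60. Proteasome subunits had 8 of 31 higher and 4 lower (8 and 4 when adjusted over the list alone, camera adjusted p = 0.117), with Psma6 at 1.85. The proteasome list passed with no filter (0.0282) and with median centring (0.0278), as the lysosomal list did (0.02 and 0.0436). ER chaperones had 3 of 20 higher and 8 lower (3 and 7 when adjusted over the list alone, camera adjusted p = 0.891), with Hspa5 at 1.08. Apoptosis genes had 11 of 20 higher and 7 lower (11 and 7 when adjusted over the list alone, camera adjusted p = 0.0164, and adjusted p = 0.671 with an estimated correlation), with the inflammatory caspase Casp4 at 4.04.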

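The RPFs of cytokines and interferon-stimulated genes rose with their mRNAs, while those of ribosomal proteins showed no clear change at 1 h. At that time ribosomal proteins had a median RPF change of 0.12, with 58 of 79 above 0 and 0 past limma, also when adjusted over the list alone (camera adjusted p = 7.72e-05, and adjusted p = 0.335 with an estimated correlation). This call was lost without 1 h replicate A (-0.02, adjusted p = 0.155, in a range of 1.49e-09 to 0.155). At 1 h, 18 of 22 cytokines and chemokines had more RPFs and 0 fewer by limma (19 and 0 when adjusted over the list alone, median 3.91, camera adjusted p = 2.97e-55, and adjusted p = 0.0065 with an estimated correlation), and at 6 h all 22 had more (median 5.09, adjusted p = 1.28e-29, and adjusted p = 0.0207 with an estimated correlation). RPFs of the cytokine Il1b rose by 6.72 on the log2 scale at 1 h (standard error 0.15, limma adjusted p = 5.55e-09). Interferon-stimulated genes had more RPFs at 6 h in 46 of 48 cases (47 when adjusted over the list alone; adjusted p = 9.05e-42, and adjusted p = 0.0135 with an estimated correlation). Ribosomal proteins had fewer RPFs in 26 of 79 cases at 6 h (23 when adjusted over the list alone), with a median of -0.50 (camera adjusted p = 0.0483, and adjusted p = 0.523 with an estimated correlation). This call was lost with median centring (median 0.02, adjusted p = 0.959). It was also lost with 5 RPKM added (0.0517), with no filter (0.0502), and without 0 h replicate A (0.0512), 0 h replicate B (0.0532) or 6 h replicate B (0.148), in a range of 0.0369 to 0.959. For subunits of oxidative phosphorylation this held in 47 of 78 cases (48 when adjusted over the list alone), with a median of -0.94 (camera adjusted p = 0.000167, and adjusted p = 0.195 with an estimated correlation). None of the listed markers of neutrophils, lymphocytes or erythroid cells reached the mean of 10 RPKM in either assay, and the 1 marker of dendritic cells and 1 of fibroblasts that reached it in Ribo-seq did not pass the test. In all, 155 of 5277 genes had more RPFs and 17 fewer at 1 h by limma. Without 1 h replicate A these counts were 265 and 612. The lower count was 4 without 0 h replicate A, 6 without 0 h replicate B, 10 without 1 h replicate B, 9 without 4 h replicate A, 8 without 4 h replicate B and 10 with median centring. At 6 h, 675 genes had more RPFs and 1902 fewer, against 1004 and 945 with median centring, and 1149 fewer without 0 h replicate A. The median RPF change of all genes was -0.18 at 1 h and -0.66 at 6 h.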

Thereby, we profiled mRNA expression and the ribosome-mRNA association in parallel during the BMDM-mediated inflammatory response.

**Figure 1.**
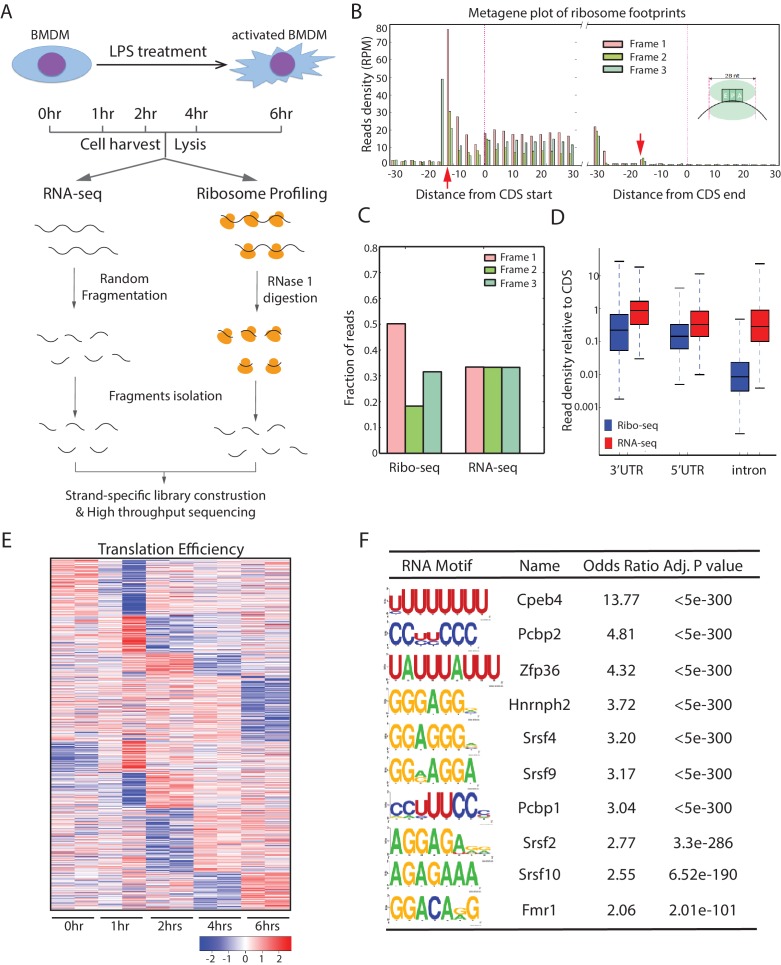
Global translation profiling of mouse primary BMDM-mediated inflammatory response. (**A**) Workflow of parallel ribosome and RNA profiling during the BMDM-mediated inflammatory response. (**B**) Metagene plots show the rise and fall in 28-nt ribosome footprints (RFPs) density (reads per million uniquely mapped reads, RPM) near starts and stops of annotated CDS, respectively. The 12-nt and 15-nt offsets (indicated by the red arrows) from starts and stops reflect distances from RFP 5’ termini to the ribosome P- and A-site codons at translation initiation and termination, respectively. (**C**) Subcodon resolution of ribosome footprints. Note that 3-nt codon periodicity relative to the known CDSs is seen for 28-nt RFPs but not RNA-seq reads. (**D**) Ribosome footprints are highly specific to coding regions. Boxplots show density of Ribo-seq and RNA-seq reads at 5’UTRs, 3’UTRs, and introns relative to that of the associated CDSs. (**E**) Clustering analysis of the translation efficiency (TE) of the 724 genes differentially translated (empirical p<0.05) in the inflammatory response. Heatmap displays mean row-centered log2 TE values at 0, 1, 2, 4, 6 hr post LPS treatment. (**F**) RNA-binding protein motifs enriched within the 3’UTRs of the 724 translationally regulated genes. The 10 most enriched motifs of macrophage-expressed RBPs are shown along with enrichment statistics. **DOI:** http://dx.doi.org/10.7554/eLife.27786.003

**Figure 1—figure supplement 1.**
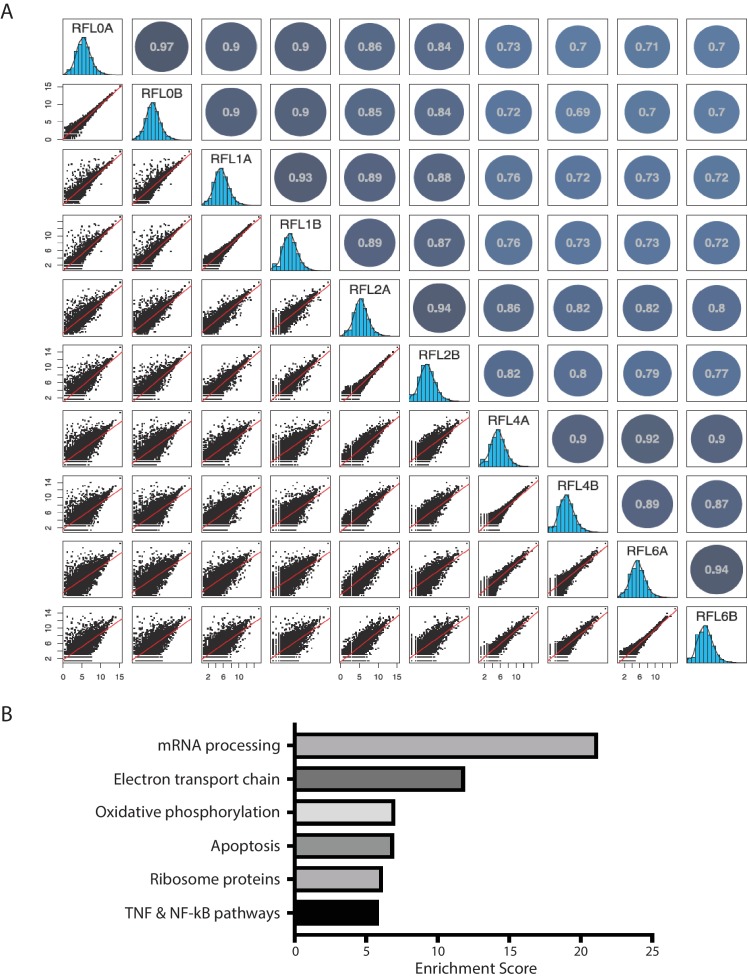
Reproducibility of Ribo-seq and GO analysis of differentially translated mRNAs in the inflammatory response. (**A**) The ribosome profiling datasets in BMDM-mediated inflammatory response are highly reproducible. Scatterplots (lower left) show pairwise comparisons of the ribosome footprint (RFP) density estimates (log2 reads per million mapped reads, RPM) for annotated transcripts (>10 reads in every Ribo-seq sample replicate) among samples after 0, 1, 2, 4, and 6 hr post LPS treatment; histograms (middle) show range of values for each sample replicate, and a graphical display of the Pearson’s correlation matrix for pairwise comparisons is shown to the upper right. (**B**) Gene ontology analysis of the differentially translated mRNAs during the inflammatory response. The 724 differentially translated mRNAs were analyzed by the Enrichr () using the WikiPathways 2016. The resulting top five pathways are listed. **DOI:** http://dx.doi.org/10.7554/eLife.27786.004

**Figure 1—figure supplement 2.**
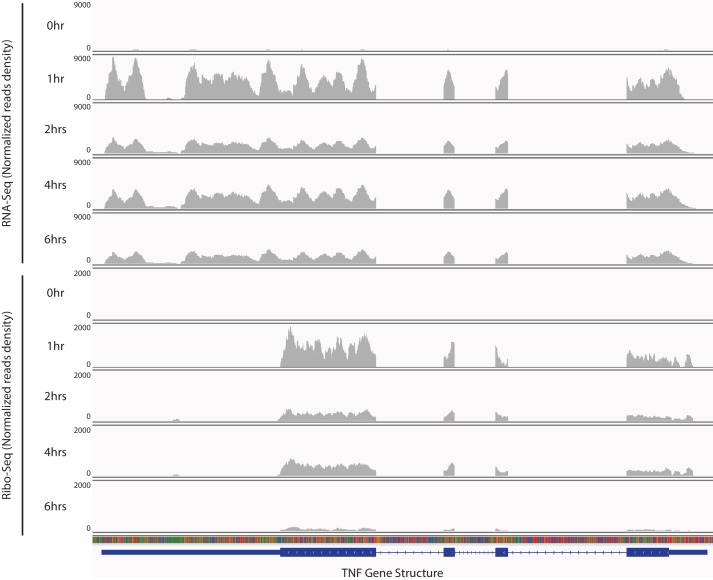
TNF mRNA is translationally repressed during late stages of inflammatory response. Reads from RNA-seq and Ribo-seq at each time point during the inflammatory response in the TNF locus were displayed. **DOI:** http://dx.doi.org/10.7554/eLife.27786.005

**Figure 1—figure supplement 3.**
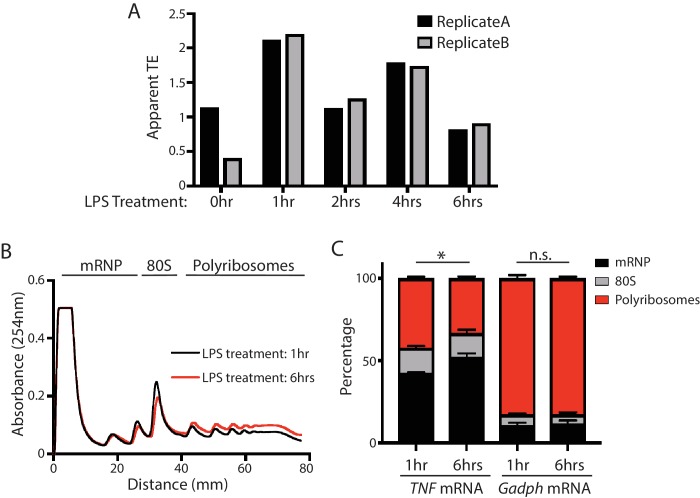
Verification of translational repression of TNF mRNA at late time points in LPS-stimulated BMDMs. (**A**) The apparent TEs of TNF mRNA in the BMDMs at 0, 1, 2, 4, 6 hr post LPS stimulation. The variation of the two biological replicates at 0 hr is likely due to low TNF mRNA expression at this time point. (**B**) Polysome profiles of BMDMs with 1 hr LPS stimulation and BMDMs with 6 hr LPS stimulation. (**C**) TNF mRNA and Gapdh mRNA distribution across the sucrose gradient. The results represent the means (± SD) of three independent measurements. *p<0.05, n.s. not significant (p>0.05) by the Student’s t-test. **DOI:** http://dx.doi.org/10.7554/eLife.27786.006

**Figure 1—figure supplement 4.**
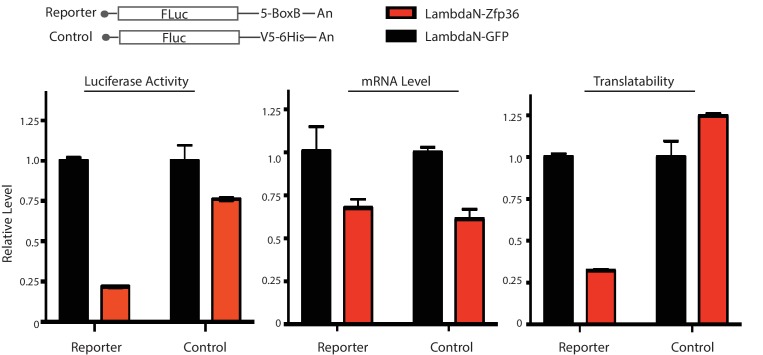
Zfp36 is a translational repressor. The luciferase reporter was co-transfected into 293 T cells with either the lambdaN-Zfp36 expressing plasmid or the lambda-GFP expressing plasmid. The luciferase activity, the FLuc mRNA level, and the translatability (luciferase activity/FLuc mRNA level) were determined at 40 hr post transfection. The results represent the means (± SD) of three independent measurements. **DOI:** http://dx.doi.org/10.7554/eLife.27786.007

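The RPF values of strongly induced mRNAs lay close together in the replicates, and those of some less abundant mRNAs did not. Tnf, the cytokine TNF, had 7516 RPKM of RPFs in replicate A and 7489 in replicate B at 1 h, and Saa3 had 18112 and 19369 at 6 h. Pabpc1, the cytoplasmic poly(A)-binding protein, had 124 and 58 RPKM at 1 h, and the cytokine Il6, which was only beginning to be expressed, had 24 and 1.19. Across the 6397 genes, Pearson's r of log2(RPKM + 1) between Ribo-seq replicates A and B was 0.954 at 0 h, 0.882 at 1 h, 0.934 at 2 h, 0.984 at 4 h and 0.95 at 6 h. The 40 pairs of Ribo-seq libraries from different time points gave 0.721 to 0.94, with a median of 0.83. RNA-seq replicates gave 0.991 to 0.997. Over genes, the SD of the difference between replicates in log2 RPFs was 0.51 at 0 h, 0.92 at 1 h, 0.63 at 2 h, 0.32 at 4 h and 0.64 at 6 h, against 0.19 in log2 RNA at 1 h. These correlations run across genes, which are not independent replicates, and no p was computed for them.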

Our Ribo-seq datasets were highly reproducible, as indicated by comparing the results from two biological replica sets of BMDMs (Figure 1—figure supplement 1A). Moreover, the following fundamental features of translation can be captured at single-nucleotide resolution from these data. First, the RPFs precisely delineate known coding sequences (CDSs) and their exons, with 12-nt and 15-nt offsets upstream of the translation start codons and termination codons, reflecting known distances from RFP 5’-termini to the P- and A- site codons, respectively (Figure 1B). Second, the RPFs have 3-nt codon periodicity, a key feature of translocating ribosomes, but the RNA-seq reads do not (Figure 1C). Third, the RPFs are highly specific to CDS regions compared with the RNA-seq reads (Figure 1D). Collectively, these observations indicate good data quality for global analysis of translational regulation in the inflammatory response.

To identify differentially translated mRNAs in the inflammatory response, we calculated the apparent translation efficiency (TE) for each mRNA expressed above a threshold (FPKM ≥10) at each time point. Here, we defined the apparent TE as the enrichment of RPFs over RNA-seq reads in the CDS regions. We found 724 mRNAs with significant (empirical p<0.05) TE changes across the five time-points during the LPS treatment (Figure 1E) (Supplementary file 1). 

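The 724 mRNAs in the authors' deposited table include Tnf, the anti-inflammatory cytokine Il10, Pabpc1, and the splicing factors Srsf2, Srsf9 and Srsf10. The authors placed Tnf and Il10 together in cluster 5 of their 8 clusters, which hold 115, 83, 71, 131, 62, 67, 114 and 81 genes. In that table, 238 genes have a p under 0.05 from 0 to 1 h, 245 from 1 to 2 h, 236 from 2 to 4 h and 253 from 4 to 6 h, without adjustment for the number of genes. In the limma test, 685 of the 724 genes entered among 4621. No gene passed an adjusted p under 0.05 in any of the 4 intervals between adjacent time points, or in the F-test over all 5 time points. At an unadjusted p under 0.05, limma gave 305 genes from 0 to 1 h, 417 from 1 to 2 h, 190 from 2 to 4 h and 144 from 4 to 6 h, and 367 in the F-test. Together, 861 genes (18.6%) had an unadjusted p under 0.05 in at least 1 interval, and 358 of them are among the authors' genes. Data simulated with no change in any gene gave a mean of 723 such genes (652 to 794 over 100 sets). This number follows from the 4621 genes tested, so its nearness to the authors' count carries no meaning. As a share, the 724 are 17.9% of the 4053 genes with at least 5 RPKM in every library. By chance, 18.5% of genes would have a p under 0.05 in at least 1 of 4 independent tests. The comparison of these shares is rough, because adjacent intervals share time points and the authors' number of tested genes is not known here. The smallest adjusted p by limma was 0.0965 from 0 to 1 h, for Malt1, a protease of NF-kB signalling. From 1 to 2 h it was 0.0835, for Pop7, a subunit of RNase P. Both are named for that reason after their values were seen. Without 1 h replicate A, 294 genes passed the adjusted test from 0 to 1 h, 304 from 1 to 2 h, 395 in at least 1 interval and 108 in the F-test, and 1735 had an unadjusted p under 0.05 in at least 1 interval. These calls rest on 1 h replicate B as the only library of its time point. Its RPFs correlated less with those at 0 h (Pearson's r 0.824 and 0.826) than the RPFs of 1 h replicate A did (0.919 and 0.921). Without 1 h replicate B, 0 genes passed in any interval, with 133 at an unadjusted p under 0.05 from 0 to 1 h and 192 from 1 to 2 h by limma. The count over all intervals was 557 without 4 h replicate A and 549 without 4 h replicate B. Other settings called genes one by one. Without 0 h replicate B, Hcar2 and Gdf15, a receptor and a secreted stress protein, passed from 0 to 1 h (adjusted p = 0.0476 for both), and without 2 h replicate A 1810030O07Rik and Nsmce1 passed from 1 to 2 h (adjusted p = 0.0494 for both). Pop7 passed with the filter the paper states (-2.22, standard error 0.25, adjusted p = 0.0349), and Malt1 passed from 0 to 1 h in one limma model over both assays (-2.14, standard error 0.26, adjusted p = 0.0429).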

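Of the lists of genes fixed beforehand, 3 of 29 genes of TNF and NF-kB signalling in the deposited table are among the 724 mRNAs (odds ratio 0.904, Fisher's exact test, two-sided, adjusted p = 1 over the lists), as are 2 of 22 inflammatory cytokines and chemokines, Tnf and Il10 (odds ratio 0.783, adjusted p = 1). Subunits of oxidative phosphorylation, which make up the respiratory chain and ATP synthase, had 15 of 78 members among the 724 (odds ratio 1.88, unadjusted p = 0.0448, adjusted p = 0.351). Cytosolic ribosomal proteins had 10 of 79 (odds ratio 1.14, adjusted p = 0.804), factors of splicing and 3' end processing 13 of 90 (odds ratio 1.33, adjusted p = 0.547), apoptosis genes 5 of 24 (odds ratio 2.07, adjusted p = 0.435) and enzymes of cholesterol synthesis 5 of 19 (odds ratio 2.81, adjusted p = 0.351). Lysosomal and phagocytic genes, such as those of cathepsins and Fc receptors, had 0 of 57 among the 724, fewer than other genes (unadjusted p = 0.0023, adjusted p = 0.0438). The background of these tests was the 6397 genes of the deposited table. Of these, 4053 have at least 5 RPKM in every library, which is the lowest value of any of the 724. The background thus holds genes below that level. Among the genes that pass the filter the paper states, the lysosomal list had 0 of 55 (Fisher's exact test, adjusted p = 0.00589). Oxidative phosphorylation had 14 of 77 there (odds ratio 1.29, unadjusted p = 0.416), ribosomal proteins 10 of 79 (odds ratio 0.83) and cytokines and chemokines 1 of 10 (odds ratio 0.638).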

Gene ontology analysis revealed that these mRNAs are involved in diverse pathways (Figure 1—figure supplement 1B), including the TNF and NF-kB signaling pathways that are critical in inflammatory responses. Indeed, *TNF* mRNA, encoding the essential inflammatory cytokine TNF, is translationally regulated. This mRNA is transcriptionally induced from 0 to 1 hr upon LPS stimulation and then decreases from 1 to 2 hr, and the mRNA level stays relatively stable untill 6 hr post-stimulation. 

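Tnf mRNA (chromosome 17 of mm10 from 35199367 to 35202007, minus strand) was low before LPS, at 57.5 ± 0.868 RPKM (SD, n = 2), and reached 3476 ± 104 RPKM at 1 h (SD, n = 2). This was a rise of 5.89 on the log2 scale (standard error 0.12, limma adjusted p = 6.75e-15). It then decreased to 1422 ± 93.9 RPKM at 2 h (SD, n = 2; log2 change -1.29, adjusted p = 8.42e-07). It stood at 1193 ± 143 RPKM at 4 h and 657 ± 26.3 RPKM at 6 h (SD, n = 2 each). From 2 to 6 h it fell by 1.11 on the log2 scale (standard error 0.12, adjusted p = 9.22e-07), and from 1 to 6 h by 2.40 (adjusted p = 6.9e-11). At 6 h it was still above the level at 0 h by 3.49 (adjusted p = 5.97e-13).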

The RPFs of *TNF* mRNA, however, decreases significantly from 1 to 6 hr, with few *TNF* RPFs at 6 hr (Figure 1—figure supplement 2), which indicates *TNF* mRNA is translationally repressed in the late stages of inflammation. Indeed, the apparent TE of *TNF* mRNA in the BMDMs had a significant decrease from 1 hr to 6 hr post LPS stimulation (Figure 1—figure supplement 3A). 

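Ribosome footprints on the Tnf CDS were highest at 1 h, as was its mRNA, and rose and then fell by more. They had a higher mean at 4 h than at 2 h while the mRNA had a lower one, a step tested in neither assay. They went from 44.6 ± 30.6 RPKM at 0 h to 7503 ± 19.4 RPKM at 1 h (SD, n = 2 each), a log2 change of 7.55 (standard error 0.36, limma adjusted p = 3.04e-07). They measured 1701 ± 25.2 RPKM at 2 h, 2101 ± 206 RPKM at 4 h and 568 ± 16 RPKM at 6 h (SD, n = 2 each). Between 1 and 6 h, Tnf RPFs fell by 3.72 on the log2 scale (adjusted p = 3.69e-05), and from 2 to 6 h by 1.58 (adjusted p = 0.00783). At 6 h they remained above the level at 0 h by 3.83 (adjusted p = 2.14e-05).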

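The apparent TE of Tnf was highest at 1 h and lower again at 6 h. It was 0.771 ± 0.52 at 0 h, 2.16 ± 0.059 at 1 h, 1.2 ± 0.0969 at 2 h, 1.76 ± 0.0392 at 4 h and 0.866 ± 0.059 at 6 h (SD, n = 2 at each time). From 1 to 6 h the log2 TE changed by -1.32 (standard error 0.42). In the limma test over all genes this gave an unadjusted p = 0.0133 and an adjusted p = 0.297, so the difference between 1 and 6 h, which is large beside the spread of Tnf's own replicates at those times, did not pass the threshold with the spread shared between genes and time points. That spread takes in 0 h, where Tnf's replicates lay far apart, with a TE of 1.14 in A and 0.403 in B. The rise from 0 to 1 h was 1.66 (standard error 0.42, unadjusted p = 0.00398, adjusted p = 0.689), and the step from 4 to 6 h -1.03 (unadjusted p = 0.0399, adjusted p = 1). In the authors' deposited table the p of Tnf is 0.000212 from 0 to 1 h, 0.108 from 1 to 2 h, 0.0859 from 2 to 4 h and 0.00167 from 4 to 6 h. The TE of Gapdh, a glycolytic enzyme used as a control mRNA, was 1.75 ± 0.000979 at 1 h and 2.04 ± 0.341 at 6 h (SD, n = 2 each; log2 change 0.22, standard error 0.30, limma adjusted p = 0.755). From the fall in Tnf RPFs from 1 to 6 h beside its mRNA, and from the lower TE, the paper concludes that Tnf mRNA is translationally repressed in the late stages of inflammation.

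**Figure D2:**
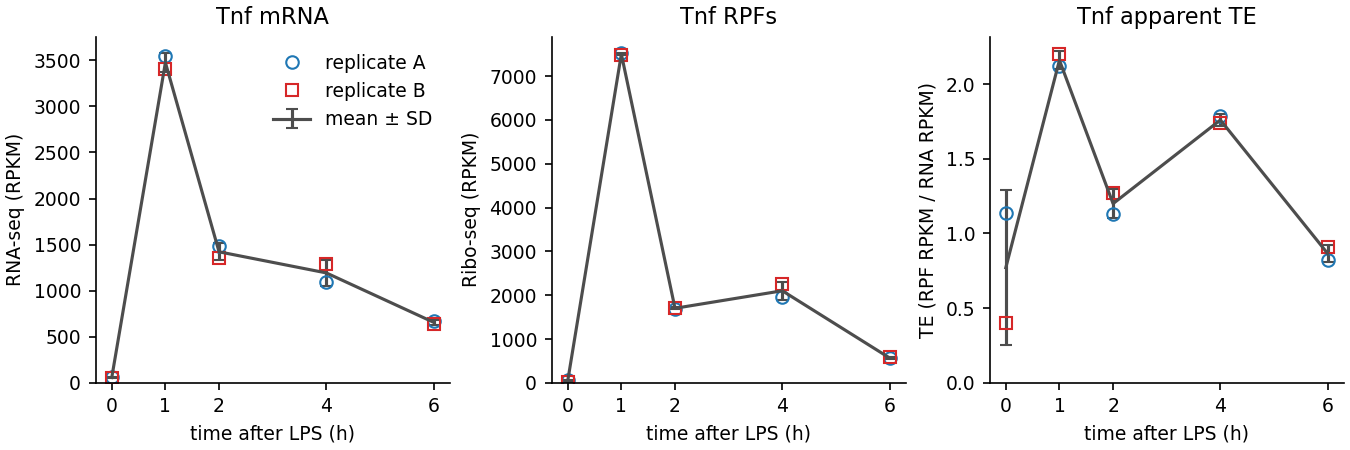
Tnf mRNA (RPKM), Tnf RPFs (RPKM) and apparent TE (RPFs over RNA) at 0, 1, 2, 4 and 6 h of LPS, 1 panel each. Points are replicates A and B, and the line joins the means with error bars of 1 SD (n = 2); TE was 2.16 at 1 h and 0.866 at 6 h.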

To further confirm this result, we performed polysome analysis followed by qRT-PCR to monitor the distribution *TNF* mRNA across the sucrose gradient (Figure 1—figure supplement 3B). Compared with *TNF* mRNA at the 1 hr time point, the *TNF* mRNA had a significant shift from the polyribosome region to the mRNP region on the sucrose gradient at 6 hr post the LPS treatment (Figure 1—figure supplement 3B and C), indicating that this transcript was translationally repressed. Importantly, the distribution of a control mRNA, *Gapdh* mRNA, did not change between the 1 hr and the 6 hr time points (Figure 1—figure supplement 3C), which indicates the specificity of the translational repression on the *TNF* mRNA. Collectively, these observations indicated that a large number of mRNAs are regulated at the translational level during the inflammatory response.

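By gene group, the clearest pattern in TE was in ribosomal proteins, and cytokines gave no call in the main setting. From 0 to 1 h, cytokines and chemokines had a median of 0.01 (camera adjusted p = 0.135). They passed with 5 RPKM added (median 0.31, camera adjusted p = 2.64e-05) and without 0 h replicate B, which leaves 1 library at 0 h (median 0.18). Feedback regulators of NF-kB and MAPK signalling had a median of 0.19 (camera adjusted p = 0.265). That list passed in the same 2 settings, with 5 RPKM added (median 0.30, camera adjusted p = 0.00276) and without 0 h replicate B (median 0.36). The mRNAs of cytosolic ribosomal proteins rose in TE from 0 to 6 h as a list, with a median log2 change of 0.55 and 69 of 79 members above 0 (camera adjusted p = 6.46e-33), while all tested genes had a median of -0.27. This list had an adjusted p = 0.163 with an estimated correlation, and 0 members passed limma, also when adjusted over the list alone; Rpsa and Rps7, proteins of the small subunit, had changes of 1.39 and 1.26 (adjusted p = 0.265 and 0.328). From 0 to 1 h the list had a median of 0.43 (camera adjusted p = 7.6e-13, and adjusted p = 0.467 with an estimated correlation). Lysosomal and phagocytic genes fell in TE as a list from 0 to 6 h, with a median of -0.42 and 56 of 57 members below 0 (camera adjusted p = 1.7e-05, and adjusted p = 0.605 with an estimated correlation). Ppt1 and Tpp1, enzymes of the lysosome, had changes of -0.84 and -0.80 (limma adjusted p = 0.265 for both). The call of the list was kept with median centring at a smaller median of -0.17. It was lost without 6 h replicate A, the library with the fewest recovered reads (-0.32, adjusted p = 0.0816, in a range of 1.85e-08 to 0.13 over the settings tried). Cytokines and chemokines had a median TE change of -0.42 from 1 to 6 h (camera adjusted p = 0.0765, range 0.00437 to 0.853), and passed without 0 h replicate A (0.00881), without 0 h replicate B (0.00819), with the filter the paper states (0.00437) and in one model over both assays (0.00893). Of its members, 0 of 22 passed limma (0 up and 4 down when adjusted over the list alone). The chemokine Ccl3 had the lowest p among them, with -1.02 (standard error 0.20, adjusted p = 0.267), and passed without 1 h replicate A and in one model over both assays (range 0.0424 to 0.659). Over all genes, limma called 0 from 1 to 6 h and 0 from 0 to 6 h. At an unadjusted p under 0.05 there were 97 higher and 483 lower from 1 to 6 h, and 74 higher and 484 lower from 0 to 6 h. These totals depend on the setting: from 1 to 6 h the 580 became 463 with median centring, 305 without 1 h replicate B and 1258 without 1 h replicate A, and from 0 to 6 h the 558 became 344 with median centring. From 1 to 6 h, 379 genes passed the adjusted test without 1 h replicate A, 1 without 6 h replicate B (Fam96b, -3.77) and 4 in one model over both assays (Fth1, Snu13, Pet100 and Ccl3). In data simulated with these genes for 6 h against 0 h, the TE test recovered 16 of 67 genes changed by 1 on the log2 scale, 49 of 67 changed by 2 and 62 of 66 changed by 4, and called 5 of 4421 unchanged genes.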

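Further groups with a change in TE as a list were markers of macrophage identity, chaperones of the endoplasmic reticulum and translation factors, and no single member passed in any of them. Macrophage markers, such as the Fc receptor Fcgr1 (-0.85) and the pore-forming protein Mpeg1 (-0.63), had a median of -0.40 from 0 to 6 h. All tested genes had a median of -0.27 in that step. Of these 20 markers, 19 lay below 0 (camera adjusted p = 0.0175, and adjusted p = 0.559 with an estimated correlation). The call was lost without 0 h replicate B (0.0795), 1 h replicate A (0.0578), 1 h replicate B (0.0581) or 6 h replicate A (0.376), and with median centring (0.157), in a range of 0.000133 to 0.593. Chaperones, with Dnajb9 (-2.32) and the stress regulator Xbp1 (-0.97), had a median of -0.42 (camera adjusted p = 0.0175, and adjusted p = 0.665 with an estimated correlation). Their call was lost without 0 h replicate A (0.159), 6 h replicate A (0.113) or 6 h replicate B (0.0806), and with median centring (0.0703), in a range of 0.00586 to 0.159. Translation factors were higher than other genes by camera (adjusted p = 0.00115, and adjusted p = 0.359 with an estimated correlation), led by the elongation factors Eef1a1 (1.27) and Eef2 (1.11), although their median was -0.06. Subunits of oxidative phosphorylation, at -0.35, did not pass (camera adjusted p = 0.12), but did with no filter (0.0293), without 0 h replicate A (0.00377) and in one model over both assays (0.0395), in a range of 0.00377 to 0.93. Between 1 and 6 h, macrophage markers had a median of -0.43 (camera adjusted p = 0.0213, and adjusted p = 0.775 with an estimated correlation) and lysosomal genes of -0.34 (0.0124, and adjusted p = 0.776 with an estimated correlation). Without 1 h replicate A both were lost (0.348 for each), as they were without 6 h replicate A (0.254 and 0.392) and with median centring (0.106 for each), in ranges of 0.000307 to 0.487. Ribosomal proteins had a median of 0.09 in that step (camera adjusted p = 0.00189, and adjusted p = 0.776 with an estimated correlation), lost without 1 h replicate A (0.585) and without 6 h replicate B (0.12), in a range of 6.64e-08 to 0.585.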

### Identification of potential translational regulators in the activated BMDMs

Translation of mRNA can be modulated by cis-elements in UTRs and trans-acting factors, such as RBPs and microRNAs. To identify the potential translational regulators in the inflammatory response, we performed the following computational analysis. First, we searched the 3’UTRs of the 724 differentially translated mRNAs for significantly enriched motifs (adjusted p<10^−100^, Fisher’s exact test) that match with the known binding sites of ~200 RBPs identified through in vitro binding studies (Ray et al., 2013), which generated a list of RBPs that can bind these mRNAs. 

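Motifs of Zfp36, Cpeb4, Pcbp2 and Pcbp1, proteins that bind AU-rich, U-rich and C-rich RNA, were counted in the 3'UTRs of 697 of the 724 mRNAs, taken from RefSeq on mm10. UAUUUAUU, the Zfp36 consensus, occurred at 143 sites in 108 of the 3'UTRs. This was 2.01 times the rate in 10 shuffled copies of the same 3'UTRs (Fisher's exact test, adjusted p = 1.69e-12). The Cpeb4 consensus UUUUUUU was 6.35 times as frequent as in the shuffled copies (1792 sites in 292 3'UTRs, adjusted p = 1e-300, the smallest value written), the Pcbp2 consensus CCUUCCC 3.99 times (adjusted p = 1.06e-44) and the Pcbp1 consensus CCUUUCC 3.14 times (adjusted p = 2.37e-32). Against the 3'UTRs of 5510 other genes of the table in place of shuffled copies, the ratios were 1.01 for Zfp36 (Fisher's exact test, adjusted p = 0.858, in a range of 1.65e-14 to 0.858 over the settings tried), 0.85 for Cpeb4 (adjusted p = 2.39e-11), 0.92 for Pcbp2 (adjusted p = 0.581) and 1.03 for Pcbp1 (adjusted p = 0.858). Sites of UUUUUUU overlap within longer runs of U and are not independent, so both p-values of Cpeb4 can overstate the evidence. Counted by 3'UTR, 292 of 697 held UUUUUUU, against 2360 of 5510 of the other genes, which are similar shares. No test by 3'UTR was run. The consensus strings were read from the logos of Figure 1F.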

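Of the RNA-binding proteins of Figure 1F, Cpeb4, which binds cytoplasmic polyadenylation elements, rose with LPS, and several splicing factors fell. Cpeb4 mRNA (chromosome 11 of mm10 from 31870940 to 31935635) went from 25.1 ± 1.82 RPKM at 0 h to 51.7 ± 3.23 RPKM at 1 h and 76.7 ± 5.3 RPKM at 6 h (SD, n = 2 each), log2 changes of 1.01 and 1.57 (standard error 0.12; limma adjusted p = 6.55e-06 and 3.96e-09). Hnrnph2, a nuclear ribonucleoprotein, rose from 15.5 ± 0.449 to 30.6 ± 1.63 RPKM at 6 h (SD, n = 2 each; log2 change 0.94, adjusted p = 3.2e-06). Srsf10, Srsf9 and Srsf2 fell at 6 h by 1.33, 0.90 and 0.71 on the log2 scale (limma adjusted p = 3.56e-08, 5.38e-05 and 0.000375). The poly(C)-binding protein Pcbp2 fell by 0.57 to 90.1 ± 3.81 RPKM (SD, n = 2; limma adjusted p = 0.00184), and its relative Pcbp1 was at 43.7 ± 6.51 RPKM at 0 h and 44.4 ± 2.24 RPKM at 6 h (SD, n = 2 each; limma adjusted p = 0.84). Fmr1, the fragile X protein, rose by 0.41 (limma adjusted p = 0.00578), a call lost without 0 h replicate A (adjusted p = 0.0741, in a range of 0.000104 to 0.0741 over the settings tried). Srsf4 was at 5.65 ± 0.0244 RPKM at 0 h and 3.64 ± 0.362 RPKM at 6 h (SD, n = 2 each), too low for the test. Of the 9 tested members, Zfp36 included, 2 were higher and 0 lower at 1 h by limma (2 and 2 when adjusted over the list alone), and 4 were higher and 4 lower at 6 h (4 and 4 when adjusted over the list alone). The study chose this list partly on expression in these samples, so the counts are not independent evidence of expression.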

Next, from this list of RBPs, we chose those that are expressed (FPKM ≥10) in BMDMs, which resulted in a group of RBPs (Figure 1F) that may be potential translational regulators in the inflammatory response. Among these RBPs are several known translational regulators, such as Pcbp1, Pcbp2, and Cpeb4 (Hu et al., 2014; Makeyev and Liebhaber, 2002), which supports the validity of this approach.

Here, we focused on Zfp36 (TTP), an ARE(AU-rich element)-binding protein, for several reasons. First, genetic studies in mouse indicated that Zfp36 is required to resolve inflammation (Taylor et al., 1996). 

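Zfp36 (chromosome 7 of mm10 from 28376784 to 28379228, minus strand) encodes a zinc finger protein that binds AU-rich RNA. Its mRNA was at 30 ± 5.38 RPKM before LPS, 250 ± 4.72 RPKM at 1 h, 92 ± 0.963 RPKM at 2 h, 235 ± 42.8 RPKM at 4 h and 190 ± 14.4 RPKM at 6 h (SD, n = 2 at each time). It rose by 3.03 on the log2 scale at 1 h (standard error 0.14, limma adjusted p = 8.11e-11), fell by 1.43 from 1 to 2 h (adjusted p = 1.07e-06) and was higher again at 6 h than at 2 h by 1.03 (adjusted p = 8.22e-06). Its RPFs went from 104 ± 17.2 RPKM at 0 h to 1564 ± 11.3 RPKM at 1 h and 760 ± 7.47 RPKM at 6 h (SD, n = 2 each), log2 changes against 0 h of 3.91 and 2.87 (limma adjusted p = 8.3e-07 and 4.04e-06). The TE of Zfp36 changed by 0.89 from 0 to 1 h and by -0.64 from 1 to 6 h, neither past the threshold (limma adjusted p = 0.689 and 0.392).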

Second, Zfp36 is abundantly expressed in activated BMDMs (FPKM >200). Third, although Zfp36 was characterized to promote target mRNA degradation (reviewed in Brooks and Blackshear, 2013), its role in mRNA translational control is not well understood in primary BMDMs.

To test whether Zfp36 can regulate mRNA translation, we performed the tethering experiments, which allow us to determine the function of a target RBP without knowing its substrate mRNAs (Coller and Wickens, 2007). Specifically, using the robust and specific interaction between the bacteriophage λN polypeptide and the BoxB RNA motif, we tethered a λN-Zfp36 fusion protein to the 3’UTR of a firefly luciferase (FLuc) mRNA (Figure 1—figure supplement 4). Luciferase activity and the *FLuc* mRNA level were then assayed in 293 T cells. Tethering Zfp36 reduced both the luciferase activity and the *Fluc* mRNA level (Figure 1—figure supplement 4). Importantly, the translatability of the *Fluc* mRNA, defined as the luciferase activity normalized to the *Fluc* mRNA level, was significantly decreased in a Zfp36-dependent manner (Figure 1—figure supplement 4), which indicated that Zfp36 can repress mRNA translation. This result is consistent with previous observations in the Zfp36 knockout BMDMs that the *TNF* mRNA, a Zfp36 target, increases ~two-fold compared with that in wild-type BMDMs; but the TNF protein increased ~five-fold (reviewed in Taylor et al., 1996), which indicates that Zfp36 also represses target mRNA translation in primary BMDMs.

Next, we aimed to determine how Zpf36 represses mRNA translation in primary BMDMs and to identify the mRNA targets of endogenous Zfp36.

### A V5-epitope tag knock-in mouse for studying the endogenous Zfp36

Previous studies using immunoprecipitation (IP) of overexpressed Zfp36 or the yeast two-hybrid system have identified many proteins with which Zpf36 can interact (reviewed in Brooks and Blackshear, 2013). Although useful mechanistic insights can be obtained, there are three caveats in interpreting these previous results: (1) cell lines may not represent the corresponding primary cells; (2) proteins binding to the overexpressed Zfp36 may not interact with the endogenous Zfp36; and (3) for many identified interactions, their effect on gene expression are still unknown. Similar limitations also apply to the mRNA targets identified in Zpf36-overexpressing macrophage-like and nonmacrophage cell lines (Mukherjee et al., 2014; Tiedje et al., 2016). One significant technical challenge of studying the endogenous Zpf36, however, is the unavailability of IP-grade antibodies for specific and efficient Zfp36 isolation.

To characterize the endogenous Zfp36-mediated regulation of gene expression in a biologically relevant setting and to overcome the technical obstacles, we created a V5-epiptope tag knock-in mouse using CRISPR/Cas9-mediated genome editing (Figure 2A). Specifically, a sgRNA targeting a genomic site near the stop codon region of the Zfp36 locus was coinjected into mouse zygotes with the Cas9 enzyme and an oligonucleotide containing a 51-nt V5-epitotpe tag with a ~ 60 nt homologous arm on each side of the V5 sequence. The double-stranded DNA break generated by the Cas9 facilitated in-frame knock-in of the V5-epitope tag via homologous recombination. The genetically modified zygotes were transferred into foster mouse mothers, and the Zfp36-V5 knock-in allele in the resulting mice was monitored by PCR (Figure 2B). We genetically purified this Zfp36-V5 knock-in allele via backcrosses. The homozygous Zfp36-V5 mice were born in the predicted Mendelian ratio from heterozygous matings (Figure 2—figure supplement 1A). Moreover, unlike Zfp36-deficient BMDMs (Taylor et al., 1996), BMDMs from the Zfp36-V5 mice have the same response to LPS as those from wild-type mice in terms of inflammatory cytokine induction and Zfp36 expression (Figure 2—figure supplement 1B), which indicates that the Zfp36-V5 in the knock-in mice is expressed at the same endogenous level as Zfp36 is in wild-type mice. Furthermore, the Zfp36-V5 mice are phenotypically indistinguishable from the wild-type mice. These observations are consistent with the notion that the 51-nt V5-tag knock-in sequence neither alters the Zfp36 promoter nor changes the regulatory elements in the 3’UTR.

**Figure 2.**
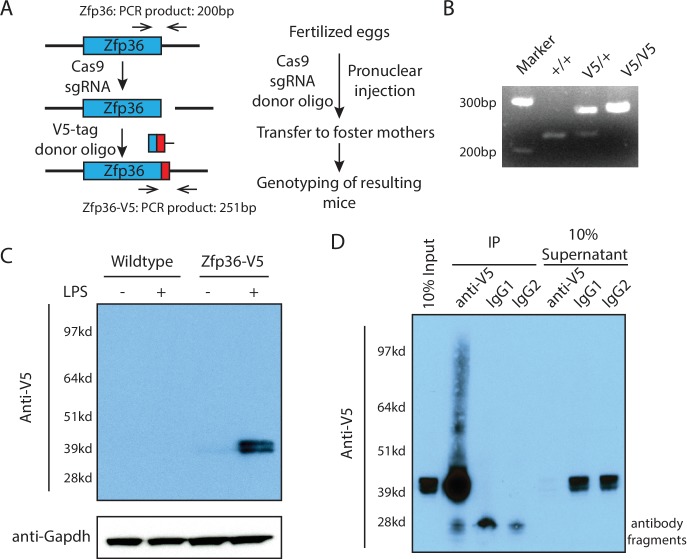
Generation of a Zfp36 V5-epitope tag knock-in mouse for mechanistic studies on the endogenous Zfp36. (**A**) Workflow for generating a Zfp36-V5 knock-in mouse via CRISPR/Cas9-mediated genome editing. (**B**) Genotyping of the Zfp36-V5 knock-in mice using the two primers shown in (**A**). (**C**) Specific and unambiguous detection of Zfp36 using the V5-epitope in BMDMs from the Zfp36-V5 mice. BMDMs from wild-type and Zfp36-V5 mice were treated with 100 ng/ml LPS for 4 hr, followed by Western blot using an anti-V5 antibody. The doublet bands of Zfp36 are due to its post-translational modifications. (**D**) Efficient isolation of endogenous Zfp36 using the V5-epitope in BMDMs from the Zfp36-V5 mice. BMDMs from the Zfp36-V5 mice were stimulated with 100 ng/ml LPS for 4 hr, followed by UV254 crosslinking. An anti-V5 antibody and two different IgGs were used to IP the endogenous Zfp36 from the cell lysates, respectively. The input, IP samples, and supernatants were subjected to SDS-PAGE and Western blot analysis using an anti-V5 antibody. The following figure supplement is available for Figure 2. **DOI:** http://dx.doi.org/10.7554/eLife.27786.008

**Figure 2—figure supplement 1.**
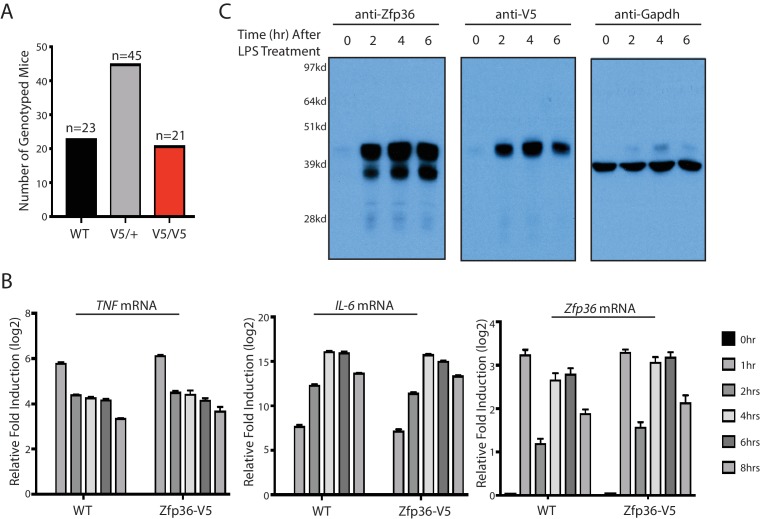
The Zfp36-V5 mouse is normal. (**A**) The Zfp36-V5 mice were born in the predicted Mendelian ratio from heterozygous matings. The Zfp36-V5 mice from heterozygous matings were genotyped at 3–4 weeks old. (**B**) BMDMs from the Zfp36-V5 mice have the normal inflammatory response. BMDMs from the Zfp36-V5 mice and the wild-type mice were treated with 100 ng/ml LPS, and the cells were harvested at 0, 1, 2, 4, 6, 8 hr post LPS treatment. The levels of the indicated mRNAs were quantified by qRT-PCR, and 18S rRNA was used for normalization. The results represent the means (±SD) of three independent experiments. (**C**) Zfp36 can be unambiguously detected in the Zfp36-V5 mouse. BMDMs from the Zfp36-V5 mice were treated with 100 ng/ml LPS, and cells were harvested at 0, 2, 4, 6 hr post LPS treatment for SDS-PAGE and Western blot using the indicated antibodies. **DOI:** http://dx.doi.org/10.7554/eLife.27786.009

The V5-tag allows precise detection and efficient isolation of endogenous Zfp36. Using a V5 antibody, we could unambiguously detect the endogenous Zfp36 in the BMDMs from the Zfp36-V5 mice (Figure 2C, Figure 2—figure supplement 1C). Importantly, unlike a Zfp36 antibody, the V5 antibody resulted in no nonspecific bands (Figure 2—figure supplement 1C), which indicates the high specificity of Zfp36 detection. Furthermore, using the V5 antibody, we could also efficiently isolate endogenous Zfp36 from UV-crosslinked (see below) LPS-treated BMDMs, as indicated by the distribution of Zfp36 in the input, IP, and supernatant samples (Figure 2D). Finally, the Zfp36-V5 mice provide an almost unlimited source of primary cells (that is, BMDMs). Collectively, these advantages make the Zfp36-V5 mouse a valuable tool for mechanistic characterization of endogenous Zfp36 in biologically relevant settings.

### Zfp36 directly interacts with the cytoplasmic poly(A)-binding protein in activated BMDMs

To determine how Zfp36 regulates gene expression in primary BMDMs, we first identified the proteins that the endogenous Zfp36 interacts with by using IP followed by quantitative proteomics. Specifically, BMDMs from the Zfp36-V5 mice were harvested after 4 hr of LPS stimulation, when Zfp36-V5 is abundantly expressed (Figure 2—figure supplement 1C). The Zfp36 and its associated proteins were IPed using the V5 antibody or IgG as control. Due to Zfp36’s RNA-binding ability, the IP was performed with RNaseA, which disrupts RNA-mediated interactions, so that only protein-protein interactions can be isolated. The IPed proteins were subject to tandem mass-tag (TMT)-based quantitative proteomic analysis (Thompson et al., 2003) to identify the proteins specifically associated with Zfp36 (Figure 3A). In this method, the proteins isolated by the V5 antibody or IgG were digested by trypsin. The resulting peptides from each sample were labeled with a different isobaric mass tag, followed by pooling together for mass spectrometry (isobaric tags for relative and absolute quantification, iTRAQ) identification and quantification. The unique mass tag of each sample enables comparison of the abundance of the identified proteins in the V5 IP versus the IgG control samples. Using this approach, we identified several proteins that are significantly enriched (>2 fold in all the three biological replicas) in the V5 IP samples (Supplementary file 2). As the positive control, Zfp36 itself had greater than 20-fold enrichment, which indicates the validity of this method. The next-most enriched (>4 fold) and abundantly detected protein was Pabpc1, followed by 14-3-3θ (Figure 3B). Hereafter, we focused on Pabpc1, the cytoplasmic poly(A) binding protein 1, because of its roles in controlling mRNA translation and stability (Mangus et al., 2003).

**Figure 3.**
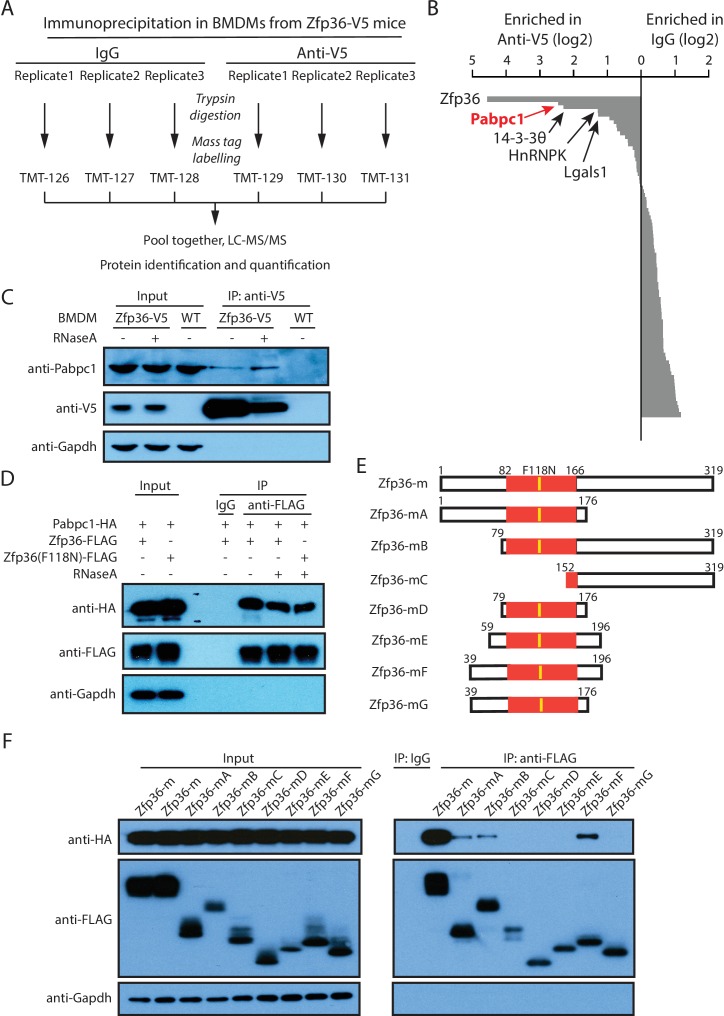
Endogenous Zfp36 interacts with Pabpc1 in LPS-stimulated BMDM. (**A**) Workflow for the tandem mass tag (TMT) quantitative proteomics to identify the proteins associated with endogenous Zfp36 in LPS-stimulated BMDMs. (**B**) Zfp36-associated proteins identified by the TMT quantitative proteomics. (**C**) Zfp36 interacts with endogenous Pabpc1 in LPS-stimulated BMDMs. BMDMs from the Zfp36-V5 mice or wild-type (WT) mice were treated with 100 ng/ml LPS for 4 hr, followed by IP with (+) or without (-) RNaseA (200 ng/ml) using an anti-V5 antibody. The input (5%) and IP products were subject to SDS-PAGE and Western blot analysis using the indicated antibodies. (**D**) The Zfp36-Pabpc1 interaction is independent of RNA. The plasmid expressing the FLAG-tagged wild-type Zfp36 or a mutant, Zfp36(F118N), was co-transfected with a plasmid expressing the HA-tagged Pabpc1 into 293 T cells, respectively. IP was performed with (+) or without (-) RNaseA (200 ng/ul) using either an anti-FLAG antibody or an IgG. SDS-PAGE and Western blot were used to analyze the indicated proteins in the input and IP samples. (**E**) Schematic presentation of Zfp36 truncations for mapping the region interacting with Pabpc1. (**F**) Identification of the region on Zfp36 that binds Pabpc1. The plasmids expressing FLAG-tagged Zfp36 truncations shown in (**E**) were co-transfected with a plasmid expressing the HA-tagged Pabpc1 into 293 T cells, respectively. IP was performed with RNaseA (200 ng/ml) using an anti-FLAG antibody or an IgG. SDS-PAGE and Western blot were used to analyze the indicated proteins in the input and IP samples. The following figure supplement is available for Figure 3. **DOI:** http://dx.doi.org/10.7554/eLife.27786.010

**Figure 3—figure supplement 1.**
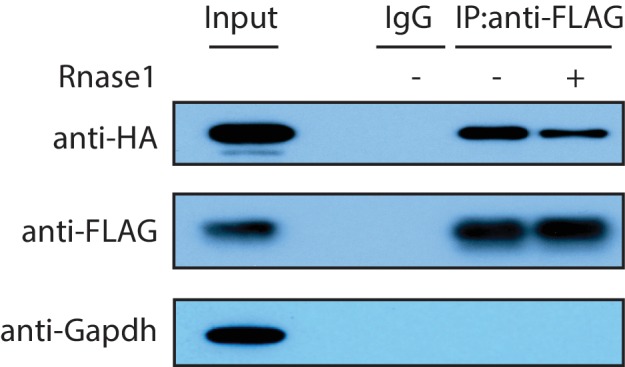
The Zfp36-Pabpc1 interaction is independent of RNA. A HA-Pabpc1 expressing plasmid was co-transfected into 293 T cells with a Zfp36-FLAG expressing plasmid. IP was performed using either an IgG control or an anti-FLAG antibody in the presence (+) or absence (-) of RNase1(0.5 U/ul). Western blot was used to examine the indicated proteins in the input and IP samples. **DOI:** http://dx.doi.org/10.7554/eLife.27786.011

To verify the RNA-independent interaction between Zfp36 and Pabpc1, we performed two additional experiments. First, we performed IPs in stimulated BMDMs from the Zfp36-V5 mice and wild-type mice with or without RNaseA using the V5 antibody. Endogenous Pabpc1 was detected by Western blot in the IP samples from the Zfp36-V5 BMDMs in an RNaseA-insensitive manner but not in that from the wild-type BMDMs (Figure 3C). Importantly, Gapdh, an abundant cytoplasmic protein, was not detected in the IP samples, which indicates the specificity of the IPs (Figure 3C). This result showed that the endogenous Zfp36-Pabpc1 interaction is not mediated by RNA. To further confirm that the interaction between these two RBPs is RNA-independent and to rule out the possibility that this interaction is mediated by the V5 tag, we performed IPs in 293 T cells expressing an HA-tagged Pabpc1 with either a FLAG-tagged Zfp36 or a FLAG-tagged RNA-binding-deficient Zfp36 mutant (Zfp36[F118N]) (Lai et al., 2002). We found that the HA-tagged Pabpc1 was specifically co-IPed with both the wild-type and the mutant Zfp36 in the presence of RNaseA (Figure 3D). To further rule out the possibility that the Zfp36-Pacbpc1 interaction is mediated by poly(A) sequences that RNaseA cannot degrade, we performed the IP experiment with RNAse1, which degrades RNA in a non-sequence-specific manner. We found that Zfp36 still interacted with Pabpc1 under this condition (Figure 3—figure supplement 1). Collectively, these experiments revealed that the Zfp36-Pabpc1 interaction is truly RNA-independent. Since Pabp1c is the most abundant Zfp36-associated protein identified by the quantitative proteomics, it argues that the endogenous Zfp36-Pabpc1 interaction is a direct interaction in the activated BMDMs.

To define a minimal region on Zfp36 that can specifically interact with Pabpc1, we performed structure-function mappings. In detail, a series of FLAG-tagged Zfp36 truncations (Figure 3E) were coexpressed in 293 T cells with an HA-tagged Pabpc1 for co-IP, respectively. We took two steps to ensure that the identified interaction is RNA-independent. First, all the Zfp36 truncations had the F118N mutation (Zfp36-m), which abolishes RNA-binding ability (Lai et al., 2002). Second, the IPs were performed with RNaseA. This analysis resulted in a minimal region from amino acids 39 to 196 on Zfp36 (Zfp36-mF) that can be stably expressed and specifically interacts with Pabpc1 (Figure 3F).

### Zfp36-mediated translational repression is dependent on Pabpc1

To test whether the Zfp36-Pabpc1 interaction is required for the Zfp36-mediated translational repression, we performed two experiments. First, using the λN polypeptide and the BoxB RNA motif tethering system, we tethered Zfp36 and 2 Zfp36 truncations that cannot interact with Pabpc1 (Figure 4—figure supplement 1), separately, to the 3’UTR of an *FLuc* mRNA, and then measured the luciferase activity, the *Fluc* mRNA level, and the translatability (Figure 4A). We found that unlike Zfp36, the two truncations did not specifically repress the translation of the *Fluc* mRNA (Figure 4B). This result is consistent with the notion that the Zfp36-Pabpc1 interaction is functional.

**Figure 4.**
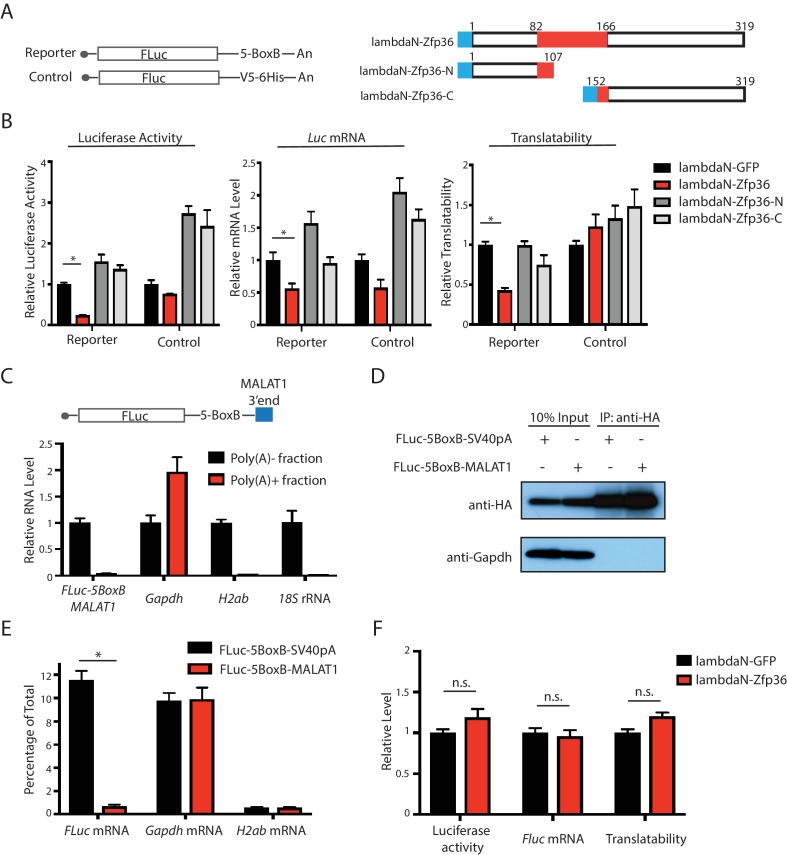
The Zfp36-Pabpc1 interaction is required for Zfp36-mediated translational repression. (**A**) Luciferase reporters and Zfp36 and its truncations used in the tethering experiment. The blue box represents the λN polypeptide. (**B**) Luciferase activity, the FLuc mRNA, and translatability determined in the tethering experiment. The FLuc-5BoxB reporter plasmid or the control plasmid was co-transfected with either the λN-GFP plasmid or plasmids expressing λN-Zfp36 and its truncations shown in (**A**) into 293 T cells, respectively. The luciferase assay and the mRNA measurement were performed at 24–30 hr post-transfection. The translatability was calculated as the luciferase activity normalized by the FLuc mRNA level. The luciferase activity, FLuc mRNA, and the translatability from the λN-GFP expressing cells were set as 1 for relative quantification, respectively. (**C**) The FLuc-5BoxB-MALAT1 reporter mRNA is a poly(A)- transcript. Total RNA from the 293 T cells transfected with the FLuc-5BoxB-MALAT1 reporter plasmid were fractionated by oligod(T)_25_ magnetic beads. RNAs were quantified by qRT-PCR in the poly(A)+ and poly(A)-fractions. The RNA level in the poly(A)- fraction was set as 1 for relative RNA level calculation. (**D**) IP of HA-Pabpc1 in 293 T cells. A HA-Pabpc1 expressing plasmid was co-transfected into 293 T cells with either the FLuc-5BoxB-SV40pA reporter or the FLuc-5BoxB-MALAT1 reporter. IP was performed using an anti-HA antibody, and Western blot was used to examine the indicated proteins in the input and IP samples. (**E**) Pabpc1 does not bind the FLuc-5BoxB-MALAT1 reporter mRNA. qRT-PCR was performed on indicated mRNAs from the total RNA isolated from the input and IP samples of (**D**). (**F**) Zfp36 cannot repress the translation of the FLuc-5BoxB-MALAT1 mRNA. The luciferase, mRNA level, and translatability of the FLuc-5BoxB-MALAT1 mRNA were determined in the tethering experiment as described in (**B**). All results represent the means (± SD) of three independent experiments. *p<0.05, n.s. not significant (p>0.05) by the Student’s t-test. The following figure supplement is available for Figure 4. **DOI:** http://dx.doi.org/10.7554/eLife.27786.012

**Figure 4—figure supplement 1.**
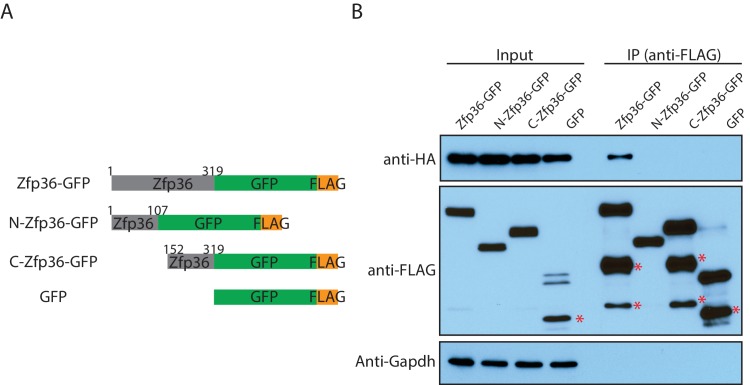
The Zfp36 N-terminus and C-terminus fragments do not interact with Pabpc1. (**A**) Schematic presentation of Zfp36 full length, the Zfp36 N-terminus fragment, and the Zfp36 C-terminus fragment for the CoIP experiment. (**B**) The Zfp36 N-terminus and C-terminus fragments do not interact with Pabpc1. The Zfp36 full length and fragments shown in (**A**) were transfected into 293 T cells with a plasmid expressing Pabpc1-HA, respectively. Then IP was performed using an anti-FLAG antibody with RNaseA, followed by SDS-PAGE and Western blot to detect the indicated proteins. The bands labeled with * are likely to be protein degradation products. **DOI:** http://dx.doi.org/10.7554/eLife.27786.013

Next, we speculated that if the Zfp36-Pabpc1 interaction is important, then Zpf36 could not repress the translation of the transcripts that are devoid of Pabpc1, such as mRNAs without poly(A) tails. To test this hypothesis, we created a poly(A) minus (poly(A)-) mRNA by replacing the SV40 polyadenylation signal on the FLuc reporter (FLuc-5BoxB-SV40pA) with a sequence from the 3’ end of MALAT1, which can result in cytoplasmic transcripts without poly(A) tails (Figure 4C) (Wilusz et al., 2012). Indeed, when the resulting *FLuc-5Box-MALAT1* mRNA was fractionated by oligod(T) magnetic beads, most (>95%) remained in the poly(A)- fraction, which is similar to poly(A)- transcripts, such as *histone* mRNA (*H2ab*) and 18S rRNA but different from the *Gapdh* transcript, a poly(A)+ mRNA (Figure 4C). To further determine that the poly(A)- *FLuc-5Box-MALAT1* mRNA is not associated with Pabpc1, we performed RNA IPs on the 293 T cells expressing an HA-Pabpc1 with either the *FLuc-5BoxB-SV40pA* mRNA or the *FLuc-5BoxB-MALAT1* mRNA. We found that the HA-Pabpc1 can pull down significant amounts of the poly(A)+ transcripts, such as the *FLuc-5BoxB-SV40pA* mRNA and *Gapdh* mRNA, but not the poly(A)- transcripts, such as the *FLuc-5BoxB-MALAT1* mRNA and *histone* mRNA (*H2ab*) (Figure 4D and E). These results indicated that Pabpc1 does not bind the poly(A)- *FLuc-5BoxB-MALAT1* mRNA. When Zfp36 was tethered to the *FLuc-5BoxB-MALAT1* mRNA, we found that no change in luciferase activity, *FLuc* mRNA level, or translatability compared with those from tethering a control protein (GFP) (Figure 4F), which indicates that Zfp36 cannot repress the translation of the poly(A)- mRNA that is not associated with Pabpc1. Together, these results argue for the functional importance of the Zfp36-Pabpc1 interaction in the Zfp36-mediated translational repression.

### Identification of global mRNA targets of Zfp36 in the activated BMDMs by CLIP-seq

To determine the functional relevance of the Zfp36-Pabpc1 interaction on the expression of Zfp36 target mRNAs, we first identified the mRNAs that endogenous Zfp36 binds in activated BMDMs. Specifically, we performed CLIP-seq (Darnell, 2010) in Zfp36-V5 BMDMs. In this method, the activated BMDMs were first crosslinked by UV (254 nm), which only introduces covalent bonds between RNA and proteins that are in direct contact with each other (Darnell, 2010). The protein-free regions of RNAs were digested by RNase1 in the cell lysate. Then, the Zfp36 and its associated RNA fragments were IPed by the V5 antibody. The covalent link between Zfp36 and its associated RNA fragments allows stringent washes during the IP step, which substantially decreases nonspecific interactions. The RNA fragments were then isolated and cloned for high-throughput sequencing. A total of ~5 million uniquely mapped reads were obtained from two independent CLIP-seq experiments (Figure 5A). Importantly, the CLIP results from these two biological replicas were similar to each other but different from RNA-seq on total RNA, which indicates high reproducibility of the data (Figure 5B).

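CLIP-seq was done at 4 h of LPS in BMDMs whose Zfp36 carries a V5 tag, a short peptide recognized by the antibody used for precipitation. There were 2 CLIP-seq libraries and 1 input RNA-seq library. The authors aligned the reads to mm10 with STAR, called peaks with Piranha in bins of 50 nt at a p of 0.01 over the input, merged peaks within 100 nt of each other with HOMER and annotated them with RefSeq genes. Their deposited table gives 280 mRNAs with 1 peak each, its position, a fold over input and an RPKM of the mRNA. Supplementary file 3 of the paper lists 302 peaks. Those beyond the deposited 280 were not placed here. The deposited table gives 1 merged peak and fold per mRNA, with no value per replicate, so no spread between the replicates can be given. The fold is the authors' value, used here only to describe and rank peaks. Each peak was placed by its centre on the mRNA of its entry in the mm10 RefSeq annotation, which succeeded for 279 peaks, and on another mRNA of the same gene for 1. The table holds no read counts per peak, so the depth behind a single peak is unknown, and the number of reads that the paper states refers to the libraries. Peaks are 50 to 1000 nt long, with a median of 50 nt.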

**Figure 5.**
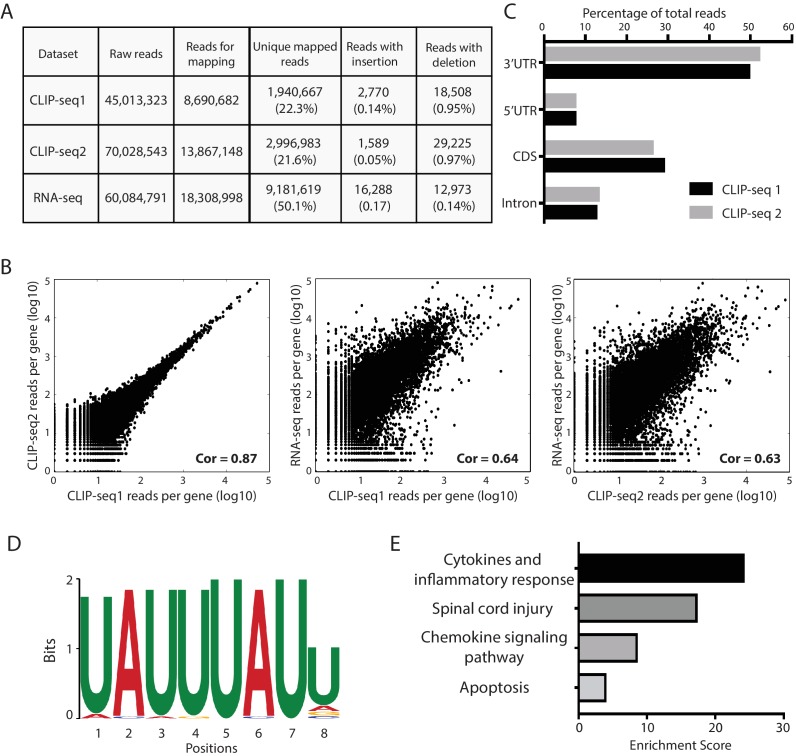
Transcriptome-wide identification of Zfp36 target mRNAs using CLIP-seq. (**A**) A Table summarizing the number of uniquely mapped reads to the mouse genome for the CLIP-seq duplicates and RNA-seq. (**B**) Log plots of the number of uniquely mapped reads per gene from the CLIP-seq duplicates and the mRNA-seq. Each dot represents a gene. Pearson’s correlation coefficients (Cor) are indicated. (**C**) CLIP-seq reads distribution within protein coding genes. For the CLIP-seq reads uniquely mapped to mRNAs, their percentages in the 3’UTR, 5’UTR, CDS, and intron regions are shown. (**D**) Over-represented Zfp36-binding motifs identified by CLIP-seq. The motif was identified by MEME analysis on the Zfp36 binding clusters within mRNAs. The E-value is 1.6e-22. (**E**) Gene ontology analysis of the Zfp36 target mRNAs in activated BMDMs. **DOI:** http://dx.doi.org/10.7554/eLife.27786.014

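The mRNAs with a listed peak included many cytokines and regulators that were abundant in BMDMs, and many others with little RNA. Among the highest peak folds in the authors' deposited table were those of Xylt1 (235.52), St6galnac5 (178.6) and Prkag2 (141.76), which encode enzymes of glycosylation and a subunit of AMP kinase, and of Tmem164 (162.97), Dlgap2 (158.28), Cog7 (143.99), Oosp3 (136.18), Dyrk1a (131.72), Wnt8b (130.6) and Immp2l (127.25). Of these 10 peaks, 9 have their centre in an intron, and that of Tmem164 lies in the 3'UTR. The phosphatase mRNA Dusp1 had the highest fold among the targets the paper names, 115.53. Over all 280 mRNAs the median fold was 14.96, and 133 of them are in the authors' table of expressed genes. Of the 280, 262 have a fold of at least 5. Of the mRNAs in the time course that carry a peak, 61 of 108 tested rose and 31 fell from 0 to 6 h by limma, with a median log2 change of 0.56 against -0.42 for 4697 other genes (permutation test of gene labels, two-sided, p = 1e-05, the smallest that 100000 permutations can give). For this difference camera gave p = 3.77e-09, and p = 0.115 with an estimated correlation. Genes are not independent replicates, so this p describes the genes and not new cultures. The peaks were found at 4 h of LPS, and the other genes were not matched to the targets in RNA level at that time. The comparison therefore cannot separate a trait of Zfp36 targets from ease of finding a peak in mRNAs raised by LPS.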

We identified 280 mRNAs with clear Zfp36-binding peaks present in both of the two independent CLIP-seq experiments (Supplementary file 3). These mRNAs include well-characterized Zfp36 targets, such as *TNF*, *IL-6*, and *Zfp36* itself. 

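The peak of Tnf spans 35199401 to 35200400 on chromosome 17 of mm10, 1000 nt on the minus strand, with its centre in the 3'UTR (35199367 to 35200144) and its upstream end in the last coding exon. Its fold over input in the authors' deposited table was 13.06, and it holds UAUUUAUU and 8 AUUUA pentamers, overlapping ones included (6 without overlap). Il6, an acute-phase cytokine, has a peak of 100 nt in its 3'UTR on chromosome 5 from 30019651 to 30019750, with a fold of 6.93 and the sequence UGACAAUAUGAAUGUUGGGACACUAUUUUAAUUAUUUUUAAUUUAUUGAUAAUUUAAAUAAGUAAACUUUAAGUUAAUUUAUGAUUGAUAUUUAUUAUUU, which holds UAUUUAUU and 4 AUUUA pentamers, none overlapping. The peak of Zfp36 lies in its own 3'UTR on chromosome 7 from 28377451 to 28377550, with a fold of 5.37. Its sequence, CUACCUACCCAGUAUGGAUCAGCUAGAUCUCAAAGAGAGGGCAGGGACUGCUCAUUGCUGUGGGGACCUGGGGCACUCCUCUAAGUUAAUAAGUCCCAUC, holds neither UAUUUAUU nor AUUUA. Each of the 3 mRNAs rose with LPS in the time course, where Il6 reached 809 ± 50.8 RPKM at 4 h (SD, n = 2).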

Most of the binding peaks are located within the 3’UTRs of the target mRNAs (Figure 5C). 

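By the centre of each peak, 65 of the 280 listed peaks lie in a 3'UTR (23.2%, exact 95% interval 18.4 to 28.6), among them those of Tnf, Il6, Il10 and Dusp1. Another 194 lie in an intron (69.3%, 63.5 to 74.6), among them those of Xylt1 and Wnt8b, 17 in a CDS (6.1%, 3.6 to 9.5) and 4 in a 5'UTR (1.4%, 0.4 to 3.6). mRNAs with a peak in the 3'UTR were mostly expressed in the time course, with 59 of 65 (90.8%) in the table of expressed genes, against 67 of 194 (34.5%) for intronic peaks (Fisher's exact test, two-sided, p = 2.89e-16). Their median RPKM in the authors' peak table was 83.8, against 0.98 for mRNAs with an intronic peak. The median fold was 8.25 for peaks in 3'UTRs and 18.88 for peaks in introns. The intervals cover counting error only.

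**Figure D3:**
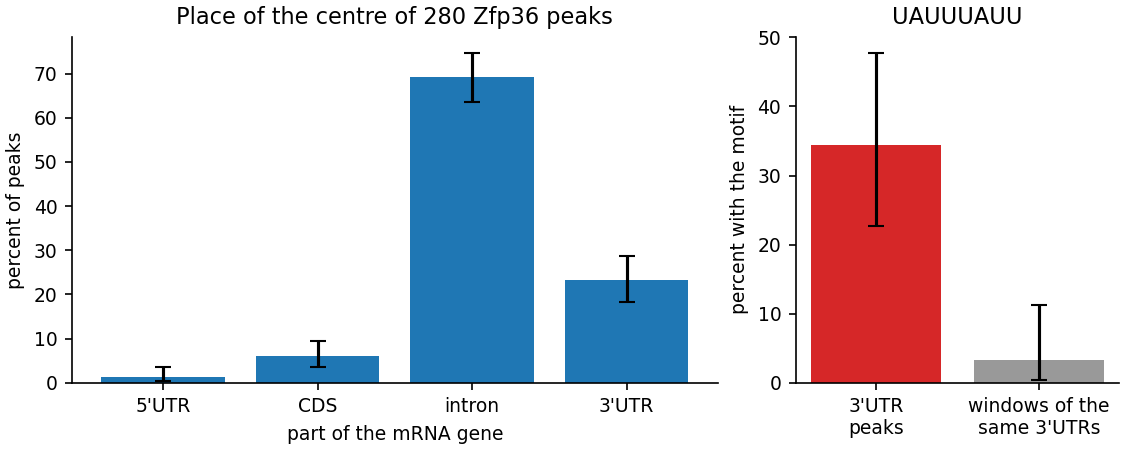
Left, percent of the 280 listed Zfp36 peaks whose centre lies in each part of the mRNA. Right, percent of 3'UTR peaks and of windows of equal length in the same 3'UTRs that hold UAUUUAUU, 34.4% and 3.3%; error bars are exact 95% intervals.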

Critically, motif analysis revealed that the most significantly enriched sequence motif within the Zfp36-binding peaks is UAUUUAUU (Figure 5D). Although UV-C (such as UV254nm) induced crosslinking preferentially occurs at uridines (Sugimoto et al., 2012), the U-rich motif we identified (Figure 5D) is consistent with the Zfp36-binding motifs determined from in vitro RNA-binding studies on Zfp36 (reviewed in Brooks and Blackshear, 2013), strongly arguing that the UAUUUAUU sequence is also the in vivo binding motif of Zfp36 in the activated BMDMs. 

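UAUUUAUU was found in the 3'UTR peaks of Tnf, Il6, the chemokines Ccl3 and Cxcl2, Dusp1 and Cpeb4, and not in those of Il1b, Il10 and Zfp36. In Dusp1 the 50-nt peak on chromosome 17 of mm10 from 26506151 to 26506200 reads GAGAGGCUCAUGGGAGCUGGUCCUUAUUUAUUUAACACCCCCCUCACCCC, and in Cxcl2 that on chromosome 5 from 90905851 to 90905900 reads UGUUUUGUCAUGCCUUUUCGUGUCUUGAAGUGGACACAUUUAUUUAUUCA. Of the 61 peaks in 3'UTRs for which a window of equal length could be drawn elsewhere in the same 3'UTR, 21 held the motif (34.4%, exact 95% interval 22.7 to 47.7), against 2 of 61 windows (3.3%, 0.4 to 11.3). The odds ratio was 15.5 (Fisher's exact test, two-sided, p = 1.16e-05). The paper found this motif by a search of its CLIP-seq peaks, so its excess in them is not independent evidence. The windows were not matched for U content. In 100 draws of windows, the mean share was 3.5%, and the highest 9.8%. Over all 280 peaks, 23 held the motif (8.2%, 5.3 to 12.1). From this motif, which it sets beside motifs known from in vitro binding studies, the paper reasons that UAUUUAUU is also the sequence that Zfp36 binds in activated BMDMs.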

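Inflammatory cytokines and chemokines made up a larger part of the Zfp36 targets than of other expressed genes. Of 22 in the table of expressed genes, 10 were targets (Tnf, Il6, Il1b, Il10, Cxcl1, Cxcl2, Ccl2, Ccl3, Ccl4 and Ccl12; odds ratio 42.4, Fisher's exact test, two-sided, adjusted p = 5.34e-11 over the lists). Feedback regulators of NF-kB and MAPK signalling followed with 6 of 24 (odds ratio 16.4, Fisher's exact test, adjusted p = 4.52e-05). These were the IkB protein Nfkbia, Tnfaip3, Socs3, Dusp1, Zfp36 and Ier3. Genes of TNF and NF-kB signalling had 1 target of 29 (adjusted p = 0.724), apoptosis genes 2 of 24 (adjusted p = 0.239), interferon-stimulated genes 0 of 48 (unadjusted p = 0.627, adjusted p = 0.851) and ribosomal proteins 1 of 79 (adjusted p = 1). The background was the 6397 genes of the table, of which 133 were targets. It was not matched for RNA level at 4 h, the time of the CLIP-seq. The odds ratios therefore cannot separate binding by Zfp36 from ease of finding a peak in an abundant mRNA.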

Gene ontology analysis revealed that the Zfp36 target mRNAs are involved in several important pathways in inflammatory responses, such as cytokine and chemokine signaling pathways (Figure 5E). Collectively, these results indicated the validity of the CLIP-seq data and identified mRNA targets that endogenous Zfp36 binds in the activated BMDMs.

### The Zfp36-Pabpc1 interaction is required for the Zfp36-mediated translational repression in activated BMDMs

To determine whether the Zfp36-Pabpc1 interaction is functionally relevant in controlling Zfp36 target mRNA expression in activated BMDMs, we first attenuated this endogenous interaction. Specifically, we expressed the minimal Zfp36 region (Zfp36-mF) that can interact with Pabpc1 (Figure 3E,F) in Zfp36-V5 BMDMs using a retroviral vector (Figure 6A). Importantly, the Zfp36-mF contains a point mutation (F118N) that abolishes the RNA-binding activity (Lai et al., 2002), which eliminates the complications of competitive binding for Zfp36 target mRNAs. IP with RNaseA indicated that the endogenous Zfp36-Pabpc1 interaction was decreased by half in the Zfp36-mF-expressing BMDMs compared with that in control BMDMs (Figure 6B,C).

**Figure 6.**
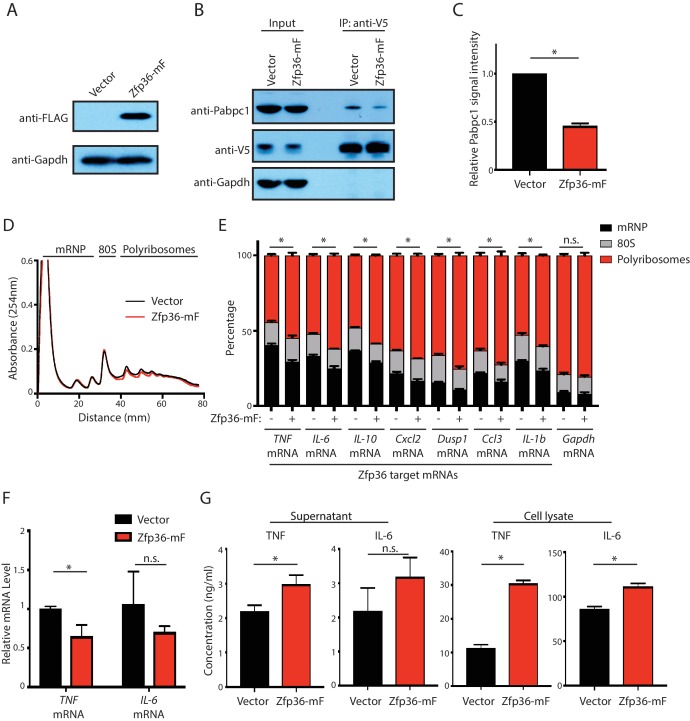
The Zfp36-Pabpc1 interaction is important for Zfp36-mediated translational repression in LPS-stimulated BMDM. (**A**) Expression of the Zfp36-mF fragment in LPS-stimulated BMDMs. BMDMs from the Zfp36-V5 mice were transduced with either an empty retroviral vector or a retroviral vector expressing the Zfp36-mF fragment (Figure 3E). The transduced BMDMs were treated with LPS for 4 hr, and the expression level of the Zfp36-mF was monitored by Western blot using the indicated antibodies. (**B**) Zfp36-mF attenuates the endogenous Zfp36-Pabpc1 interaction in activated BMDMs. The Zfp36 was IPed with RNaseA (200 ng/ml) from the cell lysates of the LPS-stimulated transduced BMDMs in (**A**) using an anti-V5 antibody. SDS-PAGE and Western blot were used to analyze the indicated proteins in the input and IP samples. (**C**) Quantification of the Zfp36-Pabpc1 interaction. The IPed endogenous Pabpc1 were quantified by the ImageJ, and the Pabpc1 intensity from the BMDMs expressing the empty vector was set as 1 for relative quantification. (**D**) Polysome analysis of Zfp36-mF expressing primary BMDMs. (**E**) Zfp36 target mRNAs are translationally up-regulated in Zfp36-mF expressing BMDMs. The mRNA distribution in the mRNP, the 80S, and the polyribosome fractions (shown in D) were quantified by qRT-PCR in the activated BMDMs expressing either Zfp36-mF (+) or an empty retroviral vector (-), respectively. (**F**) Zfp36 target mRNA levels were not dramatically changed in Zfp36-mF expressing BMDMs. TNF and IL-6 mRNAs were quantified by qRT-PCR in the activated BMDMs expressing either Zfp36-mF or an empty vector, respectively. 18S rRNA was used for normalization. (**G**) Proteins from Zfp36 target mRNAs are increased upon attenuating the Zfp36-Pabpc1 interaction. TNF and IL-6 proteins were quantified by ELISA in the cell lysate and supernatant of the Zfp36-mF expressing BMDMs and the control BMDMs, respectively. The results represent the means (± SD) of three independent experiments. *p<0.05, and n.s. not significant by the Student’s t-test. **DOI:** http://dx.doi.org/10.7554/eLife.27786.015

Next, we monitored the ribosome association of Zfp36 target mRNAs by sucrose-density-gradient-mediated polysome profiling. Expression of the Zfp36-mF fragment did not change the global polysome profile in the activated BMDMs (Figure 6D), consistent with the notion that this fragment does not bind RNA. We then examined the distribution of seven Zfp36 target mRNAs across the gradient. These mRNAs are abundantly expressed and have strong Zfp36-binding peaks within their 3’UTRs. 

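The mRNAs of Figure 6E are Tnf, Il6, Il1b, Il10, Cxcl2, Ccl3 and Dusp1, which encode cytokines, chemokines and a MAPK phosphatase. All 7 rose in RNA at 1 h and at 6 h of LPS (7 and 7 when adjusted over the list alone), with median log2 changes of 4.38 (camera adjusted p = 2.86e-24, and adjusted p = 0.00478 with an estimated correlation) and 4.94 (adjusted p = 3.7e-07, and adjusted p = 0.0854 with an estimated correlation). The study chose these mRNAs for their abundance, so their direction is not independent evidence. At 4 h, the time of the CLIP-seq, Ccl3 was at 6827 ± 1132 RPKM, Il1b at 2905 ± 400, Cxcl2 at 631 ± 54.6, Il10 at 201 ± 2.42 and Dusp1 at 161 ± 0.929 (SD, n = 2 each). All 7 peaks have their centre in the 3'UTR. That of Ccl3 lies on chromosome 11 of mm10 from 83647851 to 83648250, with a fold of 5.3 in the authors' deposited table. That of Il1b lies on chromosome 2 from 129364901 to 129364950, with a fold of 2.82, the lowest of the 280 peaks. The peak of Il10 on chromosome 1 from 131024801 to 131024850 has a fold of 31.95, and that of Cxcl2 a fold of 6.83. In TE, 0 of the 7 passed limma at any comparison. From 0 to 1 h their median was 0.69 (camera adjusted p = 0.00226, and adjusted p = 0.243 with an estimated correlation; 3 up and 1 down when adjusted over the list alone), a call lost without 1 h replicate A (adjusted p = 0.422, in a range of 2.64e-05 to 0.422). Between 1 and 6 h it was -0.69 (camera adjusted p = 0.0657, and adjusted p = 0.775 with an estimated correlation), with 0 up and 3 down when adjusted over the list alone. Fry, which does not compare the list with other genes, gave adjusted p = 0.0173, and all tested genes had a median of -0.20 in that step. The camera test of that step passed without 0 h replicate A (adjusted p = 0.00335), without 0 h replicate B (0.0029), without 1 h replicate B (0.0129), with 5 RPKM added (0.0303) and in one model over both assays (0.0124), in a range of 0.0029 to 0.585. Il10 had a TE change of 1.72 from 0 to 1 h (standard error 0.26, limma unadjusted p = 0.00012, adjusted p = 0.214, in a range of 0.0185 to 1), called without 1 h replicate A.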

Upon weakening the Zfp36-Pabpc1 interaction, all seven of the Zfp36 target mRNAs had significant shifts from the mRNP region, which is devoid of translocating ribosome, to the polyribosome region, where active translation occurs, on the sucrose gradient (Figure 6E). Critically, the distribution of *Gapdh* mRNA, which is not a Zfp36 target, did not change upon Zfp36-mF expression (Figure 6E). These observations indicated that attenuation of the Zfp36-Pabpc1 interaction resulted in a specific increase of ribosome association on Zpf36 target mRNAs.

To further verify the functional importance of the Zfp36-Pabpc1 interaction, we measured the mRNA and protein levels of two Zfp36 targets: *TNF* and *IL-6*. These two cytokines are critical players in the inflammatory response. Quantitative RT-PCR revealed that *IL-6* mRNA was not significantly altered and *TNF* mRNA was slightly decreased (to ~70% of control) when the Zfp36-mF was expressed (Figure 6F). Interestingly, however, at the protein level, both TNF and IL-6 were significantly increased in the cell lysates from the Zfp36-mF expressing BMDMs (Figure 6G). Similar increases were observed in the supernatant from the Zfp36-mF-expressing cells (Figure 6G), although the increase in IL-6 was not statistically significant. Thus, the combined results from the mRNA level and the protein level indicated that the translation efficiency of these two Zfp36 target mRNAs increased when the endogenous Zfp36-Pabpc1 interaction was attenuated.

Collectively, these results revealed that the Zfp36-Pabpc1 interaction is required for the translational repression of Zfp36 target mRNAs in activated BMDMs.

### Zfp36 represses translation at similar steps as Pabpc1 regulates translation

To determine which step(s) of translation Zfp36 interferes with, we used bicistronic reporters containing IRES (internal ribosome entry site) elements. IRES elements are structured RNAs present in many viruses that can position and activate eukaryotic translation initiation (Fraser and Doudna, 2007). Importantly, compared with canonical translation, different viral IRES elements require different subsets of translation initiation factors. Thus, by examining the sensitivity of various IRES-mediated translations to Zfp36, we aimed to dissect which step(s) of translation are repressed by Zfp36. Here, we used two IRES elements: the hepatitis C virus (HCV) IRES, which requires all the initiation factors except eIF4G and eIF4E for translation initiation, and the cricket paralysis virus (CrPV) IRES, which only needs the 40S ribosome subunit for translation initiation. These two IRES elements were inserted between an FLuc CDS and a renilla luciferase (RLuc) CDS on the bicistronic reporter, respectively (Figure 7A). Thus, FLuc translation is controlled by the canonical cap-dependent translation, whereas RLuc is translated by IRES-mediated translation. In addition, the BoxB RNA motifs in the 3’UTR of the reporter enable specific tethering of either Zfp36 or a control protein (GFP) on the bicistronic reporter mRNAs using the λN polypeptide. When Zfp36 was tethered, the reporter mRNA levels did not change compared with those of GFP tethering (Figure 7B). Interestingly, however, both the FLuc and the RLuc luciferase activities were significantly decreased in either the HCV-IRES reporter or the CrPV-IRES reporter (Figure 7C). Since the 40S ribosome subunit is the only factor needed by the CrPV IRES element to initiate translation (Fraser and Doudna, 2007), these results strongly argue that Zfp36 either interferes with 40S ribosome subunit recruitment during translation initiation or inhibits the events at or after the 60S subunit joining step during mRNA translation. Interestingly, Pabpc1 also regulates these steps in facilitating mRNA translation (Mangus et al., 2003). Thus, these observations indicate that Zfp36 represses translation at similar step(s) as Pabpc1 regulates translation.

**Figure 7.**
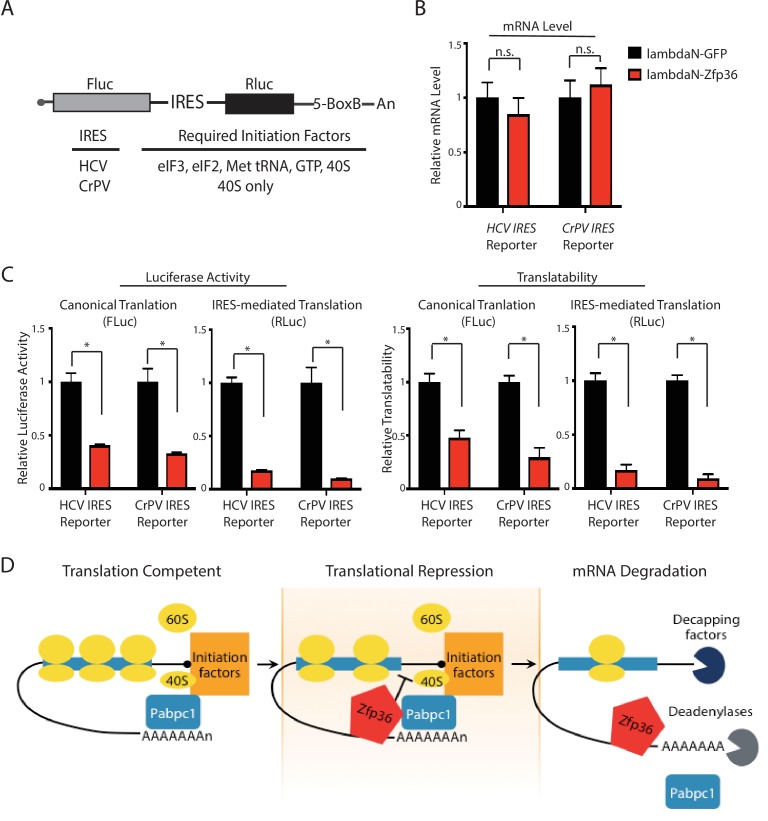
Zfp36 represses translation at similar steps as Pabpc1 regulates translation. (**A**) Schematic presentation of the bicistronic luciferase reporter system for dissecting how Zfp36 represses translation. (**B**) Tethering Zfp36 does not change the mRNA levels of the bicistronic reporters. The bicistronic reporter plasmid (either the HCV reporter or the CrPV reporter) was co-transfected with the λN-GFP plasmid or the λN-Zfp36 plasmid into 293 T cells, respectively. The reporter mRNA levels from the transfected 293 T cells were quantified by qRT-PCR, and 18S rRNA was used for normalization. (**C**) Zfp36 inhibits both canonical translation and IRES-mediated translation. The bicistronic reporter plasmid was co-transfected with either the λN-GFP plasmid or the λN-Zfp36 plasmid into 293 T cells, respectively. The firefly (FLuc) and renilla (RLuc) luciferase activities were measured at 24–30 hr post-transfection. The translatability is calculated as the luciferase activity normalized by the reporter mRNA level. (**D**) A model for Zfp36-mediated regulation of gene expression in activated BMDMs. All the quantification results represent the means (± SD) of three independent experiments. *p<0.05, and n.s. not significantly different by the Student’s t-test. **DOI:** http://dx.doi.org/10.7554/eLife.27786.016

## Discussion

Gene expression is precisely regulated during the inflammatory responses for controlling infections and limiting detrimental effects of inflammation. Previous studies identified two two layers of regulation at the transcriptomic level. First, in the early stage of inflammation, several critical transcriptional factors are activated to rapidly produce mRNAs of inflammatory response genes (reviewed in Medzhitov and Horng, 2009). Second, in the late stage of inflammation, mRNA stability regulatory circuits promote the degradation of mRNAs of many inflammatory cytokines thus preventing overproduction of cytokines that are potentially toxic to normal tissues and thereby contributing to resolving inflammation (reviewed in Carpenter et al., 2014). Using parallel ribosome profiling and RNA-seq, here we identified hundreds (724) of differentially translated mRNAs in the primary BMDM-mediated inflammatory response. We think that this number may be an underestimate of mRNAs regulated at the translation level due to rapid degradation of translationally repressed mRNAs. In contrast to a few unique biological systems, such as oocytes, in which mRNA decay activity is minimal, in most somatic cells it is challenging to fully identify all the translationally regulated mRNAs at a steady state due to efficient and dynamic mRNA degradation. Nonetheless, among the 3’UTRs of the differentially translated mRNAs we identified, there are significantly enriched binding motifs of several RNA-binding proteins expressed in the activated BMDMs. These matched *cis*-elements and *trans*-acting factors strongly argue for the presence of translational regulatory networks during the inflammatory response.

Zfp36 is an important factor we characterized in these translational regulatory networks. Previous studies from multiple labs indicate that Zpf36 not only is an inducer of mRNA degradation by recruiting mRNA decay factors, such as mRNA deadenylases and decapping factors (reviewed in Brooks and Blackshear, 2013), but also can function as a translational silencer (Brooks and Blackshear, 2013; Franks and Lykke-Andersen, 2007; Fu et al., 2016; Qi et al, 2012; Tao and Gao, 2015; Tiedje et al., 2016). Based on the results predominantly from cell lines and overexpression systems, multiple mechanisms of Zfp36-mediated translational repression have been proposed. For example, Zfp36 can repress target mRNA translation via interacting with the translation initiation factor 4E2 (Tao and Gao, 2015), binding the mRNA decapping activator RCK/p54 (Qi et al, 2012), recruiting the 4EHP-GYF2 cap-binding complex (Fu et al., 2016), and delivering target mRNAs to processing bodies (Franks and Lykke-Andersen, 2007). Here, we focus on how endogenous Zfp36 regulates gene expression in mouse primary BMDMs. Using a knock-in mouse with a V5 epitope tag sequence inserted in-frame near the stop codon of Zfp36, we found that Pabcp1, the cytoplasmic poly(A) tail binding protein, is the most abundant RNA-independent binding partner with the Zfp36 in primary activated BMDMs. Critically, the Zfp36 expressed in the knock-in mouse is at its endogenous level, because the 51-nt knock-in V5 tag sequence neither changes the Zfp36 promoter nor eliminates the regulatory elements in the 3’UTR. Thus, this Zfp36-Pabpc1 interaction is an endogenous protein interaction in activated BMDMs. Surprisingly, however, we did not detect any mRNA decay factors or the previously identified proteins involved in translational repression in our quantitative proteomic analysis on endogenous Zfp36. How can this result be reconciled with previous findings on the proteins associated with Zfp36?

We think that this difference can be explained by the several possibilities. First, previous observations of the interactions between Zfp36 and mRNA decay factors and translational regulators were predominantly from the experiments of Zfp36 overexpression in cell lines, followed by either Co-IP or IP and mass spectrometry; or yeast two-hybrid screens (reviewed in Brooks and Blackshear, 2013). These results indicate that Zfp36 can interact with those factors. Our study, however, we focused primarily on the protein(s) that interact with endogenous Zfp36 in primary activated BMDMs. The differences in both the biological setting and the Zfp36 expression levels may contribute to the different results. Second, it is also possible that the interaction between Zfp36 and mRNA decay factors is transient and beyond detection by the quantitative proteomics we used. Consistent with this notion, mRNA decay is a highly dynamic process. Once the mRNA is destroyed, the decay factors will be released and assemble on the next transcript. Thus, it is likely that Zpf36 binds to the mRNA decay factors within a very specific time window during the life of the target mRNAs, whereas the proteins we identified are steady-state partners that interact with endogenous Zfp36 in primary activated BMDMs.

The Pabpc1-interacting region on Zfp36 overlaps with its RNA-binding domain. Critically, we confirmed that the Zfp36-Pabpc1 interaction is not mediated by RNA. Interestingly, the Pabpc1-interacting domain (in the middle) and the domains that can interact with mRNA decay factors (at the N-terminus and the C-terminus) are located in different regions on Zfp36. This observation suggests that Zfp36’s binding to Pabcp1 to repress mRNA translation (which is characterized in this study) and recruiting decay factors to promote mRNA degradation (which is described in the literature (reviewed in Brooks and Blackshear, 2013) are two different steps. Considering that mRNA translation repression can accelerate mRNA degradation (reviewed in Coller and Parker, 2004; Richter and Coller, 2015), we speculate that these two steps are intimately related and may occur in a sequential order in the Zfp36-mediatd regulation of gene expression. Thus, we propose the following model (Figure 7D): once bound to target mRNAs, Zfp36 interacts with Pabpc1 to attenuate translation; then mRNA decay factors are recruited to destroy the transcripts. Thereby, Zfp36 facilitates the transition of its target mRNAs from a translation-competent state in the initial stage of inflammation to a degradation-prone state in the late stages of the inflammatory response. Since many Zfp36 target mRNAs are proinflammatory cytokines, such as *TNF*, we speculate that this Zfp36-mediated transition of its target mRNAs from an active state to an inactive state of protein production facilitates resolving inflammation.

Targeting poly(A)-binding proteins by sequence-specific RBPs to repress mRNA translation is a new mechanism of translational control. Unlike our knowledge of regulating mRNA translation through the classical translational initiation factors, such as eIF4E and eIF4G, our understanding of modulating translation via Pabpc1 is very limited. Here, we determined that the Zfp36-Pabpc1 interaction is required for the Zfp36-mediated translational repression in primary activated BMDMs. Using reporter assays, we found that Zfp36 represses translation at either late stage(s) of initiation or postinitiation step(s). This result is consistent with Pabpc1’s roles in translation by enhancing ribosome recruitment to the mRNA at both the 40S ribosome subunit recruitment step and the 60S subunit joining step (Kahvejian et al., 2005; Mangus et al., 2003). Thus, we speculate that Zfp36 represses mRNA translation by compromising Pabpc1’s ability to maintain mRNA in a translation-competent state. Interestingly, Pabpc1 functions at the interface of controlling mRNA translation and stability by protecting mRNA from deadenylases and stimulating mRNA translation (Mangus et al., 2003). These unique functions make Pabpc1 an ideal target for shutting down gene expression posttranscriptionally. We think that in the activated BMDMs, through modulating Pabpc1, Zfp36 can rapidly inhibit the translation of its target mRNAs and promote their degradation to resolve inflammation.

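Of the Zfp36 targets, 133 are in the deposited table of expressed genes, and 10 of these, Tnf and Il10 among them, are in the list of 724 mRNAs. The share did not differ by the test from that of other genes (odds ratio 0.632, Fisher's exact test, two-sided, p = 0.211, background 6397 genes). Among genes that pass the filter the paper states, 5 of 74 targets were in it (odds ratio 0.411, p = 0.047, background 3288 genes), a smaller share than of other genes. From 1 to 6 h, 104 tested targets had a median log2 TE change of -0.24 and 4517 other mRNAs of -0.19 (permutation test of gene labels, two-sided, p = 0.349; camera p = 0.128, and p = 0.214 with an estimated correlation). From 0 to 1 h the medians were 0.06 for targets and -0.07 for others (permutation p = 0.0103; camera p = 0.0295, and p = 0.0977 with an estimated correlation). That difference of 0.13 was 0.24 without 1 h replicate A (permutation p = 0.00641), 0.01 without 1 h replicate B (permutation p = 0.862), 0.07 without 0 h replicate A (permutation p = 0.286) and 0.09 without the filter on low values (permutation p = 0.0803). From 0 to 6 h the medians were -0.21 and -0.27 (permutation p = 0.245). In single targets, limma called 0 changes in TE at any of these comparisons. These tests pool targets whatever the place of their peak. Of the 133 targets, 67 have the listed peak in an intron and 59 in the 3'UTR, and those with a 3'UTR peak were not tested alone.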

Among the 280 Zfp36 target mRNAs identified by CLIP-seq in the activated BMDMs, we noticed that not every one is translationally repressed during the inflammatory response (the differentially translated genes in the Supplemental file 1 versus the mRNAs listed in the Supplemental file 3). This can be explained by several possibilities. First, it is possible that multiple RBPs can bind on the same mRNA, and the ultimate fate of the transcript is determined by the combinatory functions of all the associated proteins. Indeed, besides Zfp36, we also predicted several other RBPs as potential translation regulators. Thus, it would be interesting to explore the functional interactions between Zfp36 and other RBPs that can regulate the same transcripts. These results will provide insight into how Zfp36’s activity is antagonized or stimulated during the inflammatory response. Second, not every Zfp36’s binding event may result in expression changes of the target mRNAs. Third, when we determined the differentially translated mRNAs during the inflammatory response, we focused on the mRNAs with the expression levels ≥ 10 FPKM at all the time points. 

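Of the 6397 genes in the authors' deposited table, 3288 have a mean above 10 RPKM at every time point in both assays, and 487 of the 724 mRNAs are among them. The other 237 have a time point at or below 10 RPKM in RNA-seq or Ribo-seq, and the lowest value of any of the 724 is 5 RPKM. Srsf10 and Tnf pass the stated filter, as their lowest means are above 10 RPKM, while Il10, with 9.8 ± 2.71 RPKM of RNA at 0 h (SD, n = 2), does not and is still among the 724. In the table, 4053 genes have at least 5 RPKM in every library.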

We set this threshold because the apparent TEs (Ribo-seq divided by RNA-seq) of lowly expressed mRNAs have large variations between the two biological replicate samples. Although have high expression levels at late time-points in the inflammatory response, some of the Zfp36 target mRNAs, such as the *IL-6* mRNA and the *IL-1b* mRNAs, are expressed at low level (<10 FPKM) at 0 hr. Thus, these transcripts are excluded from the list of the identified differentially translated mRNAs.

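Il6 (chromosome 5 of mm10 from 30013114 to 30019975) and Il1b (chromosome 2 from 129364578 to 129371139) encode cytokines of fever and the acute-phase response. At 0 h, Il6 mRNA was at 0.835 ± 0.238 RPKM and Il1b mRNA at 6.41 ± 3.5 RPKM (SD, n = 2 each). Il6 reached 333 ± 11 RPKM at 6 h, a rise of 7.51 on the log2 scale (standard error 0.12, limma adjusted p = 1.04e-16). Il1b was at 779 ± 113 RPKM at 1 h and at 2197 ± 91.8 RPKM at 6 h (SD, n = 2 each). Their RPFs at 0 h were 9.72 ± 4.82 and 14.2 ± 1.04 RPKM (SD, n = 2 each), and their TE at that time, 11.3 ± 2.56 and 2.67 ± 1.62, rests on these low values. From 1 to 6 h the log2 TE changed by 1.16 for Il6 and by -0.69 for Il1b (limma adjusted p = 0.546 and 0.417). Over the settings tried the change of Il6 ran from -0.50 to 2.81, so its direction depended on the setting. It was called only without 1 h replicate A, which leaves a single library at that time.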

It is important to mention that the mechanistic insights we obtained regarding Zfp36-mediated regulation of gene expression are different from previous studies in Zfp36 overexpressed cell lines (Franks and Lykke-Andersen, 2007; Fu et al., 2016; Qi et al, 2012; Tao and Gao, 2015). The Zfp36-V5 knock-in mouse allowed us to focus on the endogenous Zfp36 in primary innate immune cells, making the molecular mechanisms from this study biologically relevant. We believe similar approaches can be applied to characterize molecular mechanisms of other RBPs that lack high-quality antibodies under biologically relevant settings.

In summary, our study revealed widespread translational regulations of the primary macrophage-mediated inflammatory response. We found that Zfp36, a critical RBP for resolving inflammation, mechanistically functions as a translation repressor by targeting the poly(A)-tail binding protein, Pabpc1, to inhibit proinflammation gene production. Besides Zfp36, we also identified additional RBPs that may be involved in translational regulatory networks during the inflammatory response. Future functional and mechanistic characterization of these RBPs will provide novel insights into gene expression in the innate immune response.

## Material and methods

The plasmids, oligos, antibodies, chemicals used in this study are listed in Supplementary file 4.

### Zfp36-V5 knock-in mouse

The Zfp36-V5 knock-in mouse was generated via CRISP/Cas9-mediated genomic editing using the protocols described previously (Wang et al., 2013). Specifically, Cas9 mRNA (TriLink BioTechnologies, San Diego, CA) (100 ng/μl), sgRNA derived from oWH2056 (50 ng/μl), and a donor oligo (owH2057) containing the V5 tag sequence surrounded by a 60nt homologous arm on each side (50 ng/μl), were co-injected into mouse zygotes. Then the injected zygotes were transferred to mouse foster mothers. The resulting mice were genotyped at 3–4 weeks old to check the V5 tag integration at the Zfp36 locus.

### Cell lines, BMDMs culture and retrovirus transduction

In this study, we predominantly used primary cells (that is, mouse BMDMs) isolated from 8 to 12 weeks B6 mice except for the 293 T cells used in the transfection-based assays. The 293 T cells used in this study were obtained from ATCC (ATCC CRL-11268) (RRID:CVCL_0063). The cell identity was authenticated via short tandem repeat (STR) profiling. Mycoplasma contamination was tested as negative by a PCR method.

BMDMs isolation, culture, and retroviral transduction were performed in accordance with the published protocols (Weischenfeldt and Porse, 2008).

All the procedures on the isolation of BMDMs from mice were performed under a protocol (A35015) approved by the Mayo Clinic animal welfare committee.

### RNA isolation and quantitative RT-PCR

The RiboZol RNA Extraction Reagent (Amresco, Solon, OH) was used for total RNA isolation. The residual genomic DNA was removed by DNase1 (NEB, Ipswich, MA) digestion. Reverse transcription was performed using the SuperscriptII (Invitrogen, ﻿W﻿a﻿l﻿t﻿h﻿a﻿m﻿, ﻿M﻿A﻿) and random hexamers. Quantitative PCR was performed using the 2 X SYBR Green qPCR Master Mix (BioRad, Hercules, CA) on a Bio-Rad CFX Real-Time PCR Detection System.

### Immunoprecipitation and mass spectrometry

The Protein G Dynabeads (LifeTechnologies, Carlsbad, CA) were used for all the immunoprecipitation assays in this study. The TMT-based quantitative mass spectrometry was performed at the proteomic core facility of the Whitehead Institute for Biomedical Research (Cambridge, MA, USA).

### CLIP-seq and ribosome profiling

CLIP-seq was performed using the previously described protocols (Moore et al., 2014) with the following modifications: First, the BMDMs were crosslinked with 400 mJ/cm^2^ UV254. Second, the IPed protein complexes were washed using the high stringent conditions.

Ribosome profiling was performed as previously described (Ingolia et al., 2012) except that we used a sucrose density gradient (5–50% w/v) to isolate the ribosome and the ribosome protected fragments. The computational analysis was performed in accordance with the pipelines described previously (Alvarez-Dominguez et al., 2017).

The sequencing data from these two sets of experiments are deposited at GEO (Gene Expression Omnibus) with the accession number GSE99787.

### Polysome analysis

Polysome analysis was performed as described previously (Hu et al., 2014). Briefly, BMDM cells were lysed in polysome lysis buffer (10 mM Tris-HCl, pH 7.4, 12 mM MgCl_2_, 100 mM KCl, 1% Tween-20, and 100 mg/ml cycloheximide), and then the cell lysate was clarified by centrifugation at 21,130 g for 10 min at 4°C. The resulting supernatant was loaded onto a 5–50% (w/v) linear sucrose-density gradient and centrifuged at 39,000 rpm (260,000 g) for 2 hr at 4°C in a Beckman SW-41Ti rotor. The gradient was fractionated using a Gradient Station (BioComp) with an ultraviolet detector (Bio-Rad EM-1). RNA from each collected fraction was isolated using the method described above.

### Computational analysis

#### Ribo-seq and RNA-seq analysis

The Ribo-seq and RNA-seq reads were trimmed by using fastq_quality_trimmer of the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). The resulting reads were aligned to reference rRNA, tRNA and mitochondrial DNA sequences by using Bowtie v.1.1.1 (Langmead et al., 2009) with ‘--un’ parameter to keep the unmapped reads. The per-processed RNA-seq reads were mapped by TopHat v2.1.1 to the mm10 reference genome with Refseq annotations by using parameters ‘--min-anchor 5 --segment-length 20 --read-mismatches 1 –no-novel-juncs’. The reads count of RNA-seq and Ribo-seq were calculated by using HTseq with parameters ‘-a 10 m union’. The raw reads counts were normalized as Reads Per Kilobase of transcript per Million mapped reads (RPKM). Only genes with RPKM greater than 10 at all the stages in RNA-seq and Ribo-seq were retained. The reproducibility between the RFP of replicates was visualized and checked by R package ‘corrplot’ and ‘pysch’.

#### Codon periodicity analysis

Codon periodicity of Ribo-seq and RNA-seq reads was assessed for known mRNAs in Refseq mm10 annotations. For annotations, only AUG-initiated CDSs were considered. Only the mapping sites of uniquely and perfectly aligned 28nt RFPs were selected to form bed files. The overlap between the mapping sites and CDS annotation was calculated by using the intersectBed function of bedtools.

#### Translation efficiency analysis

Gene-level translation efficiency between each pair of adjacent stages was quantified by using the Babel analytical method (Olshen et al., 2013). Genes with empirical p-values<0.05 at any of the stages were considered to have differentially regulated translation efficiency. The translation efficiency at each stage was calculated as the ratio of normalized RPF density (RPKM) to the normalized RNA-seq reads density. The differentially translated genes were grouped by the ‘Direction’ in Babel output at the stage with minimum p-value. The translation efficiency of grouped genes was visualized as heat map using ‘heatmap’ R package with ‘scale=row’ parameter.

#### RNA-binding protein motif enrichment analysis

The inferred RNA-binding proteins motifs of Mus musculus from CISBP-RNA Database (http://cisbp-rna.ccbr.utoronto.ca/) were used as the motifs database in the searching. The 3'UTR sequence of the longest CDS of mRNAs with differentially regulated TE was used as the sequence database. FIMO tool in the MEME Suite was used to search the occurrences of the motifs in the sequence database with the parameter ‘--norc’ to ignore the reverse complement DNA strand. Zero-order background files for the motif searching were generated by fasta-get-markov tool in the MEME Suite. Ten shuffled copies were generated by using the fasta-shuffle-letters function in MEME Suite preserving the base composition and sequence length, then scanned by using FIMO with the same parameters. For each motif separately, Fisher's exact test was performed to estimate the odds ratio and the empirical p-value of enrichment. The motifs with false discovery rate adjusted p-values<0.05 were considered as significantly enriched.

#### CLIP-seq analysis

The CLIP-seq reads were quality-checked by using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads mapped to rRNA, tRNA and mitochomdrial DNA sequences using Bowtie were removed from datasets. The resulting reads were mapped to the mm10 genome by using STAR with the parameters suggested in (Van Nostrand et al., 2016). Piranha (Uren et al., 2012) was used to call peaks from the two replicates over the input control datasets with parameters ‘-b 50 s -p 0.01’. The peaks were merged using mergePeaks function in HOMER if the distance between peak centers is less than or equal to 100nt. The merged peaks were then annotated by annotatePeaks tool in HOMER to the mm10 RefSeq mRNAs. The RNA sequences of the resulting peaks were obtained using getfasta (http://bedtools.readthedocs.io/en/latest/content/tools/getfasta.html) in bedtools with parameter ‘-s’. MEME was used to search for motifs in the sequences of Clip-seq peaks with parameter ‘-w 8’. The GO term analysis of the mRNAs with Clip-seq peaks was performed by Enrichr (http://amp.pharm.mssm.edu/Enrichr/).

## Additional files

Supplementary file 1. TEs of mRNAs during the BMDM-mediated inflammatory response. The first tab listed the TEs of the differentially translated mRNAs during the inflammatory response. The second tab listed the TEs of all the mRNAs during the inflammatory response. **DOI:** http://dx.doi.org/10.7554/eLife.27786.017

Supplementary file 2. Proteins identified by the TMT proteomic analysis. **DOI:** http://dx.doi.org/10.7554/eLife.27786.018

Supplementary file 3. Target mRNAs of the endogenous Zfp36 in activated BMDMs. **DOI:** http://dx.doi.org/10.7554/eLife.27786.019

Supplementary file 4. Plasmids, antibodies, chemicals, and oligoes used in this study. **DOI:** http://dx.doi.org/10.7554/eLife.27786.020

### Major datasets

The following dataset was generated:

Xu Zhang,Xiaoli Chen,Qiuying Liu,Shaojie Zhang,Wenqian Hu,2017,Global mRNA translational landscapes in mouse bone-marrow-derived-macrophage-mediated response to LPS (lipopolysaccharide),https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99787,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE99787)

How the deposited data were processed for this re-analysis (not part of the article)

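RNA-seq and Ribo-seq were done on BMDMs from mice at 0, 1, 2, 4 and 6 h of 100 ng/ml LPS, with 2 replicates per time point and 10 libraries per assay, and CLIP-seq of Zfp36-V5 at 4 h with 2 CLIP-seq libraries and 1 input library. The authors trimmed reads with FASTX-Toolkit, removed reads of rRNA, tRNA and mitochondrial DNA with Bowtie, aligned to mm10 with TopHat and RefSeq genes, counted reads with HTSeq and deposited RPKM values for 6397 genes. The authors tested TE between adjacent time points with Babel, and the deposited p-value of each interval is not adjusted for the number of genes. For CLIP-seq the authors used STAR, Piranha in bins of 50 nt at a p of 0.01, and HOMER with peaks merged within 100 nt, and the deposited fold of each peak is over the input.

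Values were read as deposited and compared on the log2 scale after adding 1 RPKM. The alternatives were 0.1 and 5. TE is the ratio of RPF to RNA RPKM of the same culture. Genes needed a mean of at least 10 RPKM over the 10 libraries of an assay, and of both assays for TE. Linear models with a mean-variance trend were fitted in R 4.3.3 with limma 3.58.1, with 5 residual degrees of freedom, 6 comparisons for TE and 7 for RNA and for RPFs. Adjustment was by Benjamini-Hochberg per comparison, at 0.05. Gene lists (24, fixed before the data were examined, with at least 5 tested members) were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, adjusted over the lists. Counts were also adjusted over each list alone. Overlaps used Fisher's exact test in scipy 1.17.1, and targets were compared with other genes by 100000 permutations of gene labels. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9. The tests were tested on simulated data with known changes.

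Named genes follow a rule set before the data were examined: every gene that the paper names with these data, the 10 genes with the largest changes among those past the threshold and in the same direction in both replicates, up to 4 members per list past the threshold (2 with the smallest p if none passed), and the 10 mRNAs with the highest peak fold. A few values of the supplementary files had been seen while their layout was read.

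The depth of each Ribo-seq library was recovered from the steps of its low RPKM values, with a median of 1840000 reads. At 6 h replicate A it was 550000, so a low RPKM value there rests on few reads. RNA-seq depth was not resolved. Peaks were placed by their centre on RefSeq mRNAs of mm10. Motifs in 3'UTR peaks were compared with windows of equal length in the same 3'UTR, and motifs in the 3'UTRs of the 724 mRNAs with 10 shuffled copies. Intervals are exact at 95%.

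Alternatives were other added values, the filter the paper states, no filter, median centring, a replicate block, no mean-variance trend, library weights, one model over both assays, each of 10 libraries per assay left out in turn, peaks with a fold of at least 5, peaks wholly within a feature, peaks widened by 25 nt, shorter motifs, other genes' 3'UTRs as control, and the longest 3'UTR. Leaving out the 1 h libraries, and leaving out 1 h replicate B with 6 h replicate A, were added after the results were seen. Polysome, reporter, proteomic and immunoprecipitation measurements were not analysed here.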

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

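The tests of explanations below were chosen after the result was seen.

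Interferon-stimulated genes higher in RNA at 6 h than at 0 h number 48 of 48 tested, and ribosomal protein mRNAs lower at 6 h number 76 of 79. Both stand out because the paper does not analyse these groups in its RNA-seq data.

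The TE of ribosomal protein mRNAs had a median change of 0.55 from 0 to 6 h while that of their RNA was -1.02. Both pass camera as lists, with an adjusted p = 0.163 with an estimated correlation for TE and 0.754 for RNA, and 0 of 79 members pass limma in TE (0 when adjusted over the list alone). Short coding sequences with high RNA levels are an unlikely explanation: 10000 lists of other genes matched on both had a median of -0.34, and 0 reached the observed value. The fall in RNA itself is also unlikely to explain it, as lists matched on RNA change had a median of -0.28. A change in translation of these mRNAs was not tested in another way.

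Of the 280 listed Zfp36 peaks, 194 have their centre in an intron. Figure 5C gives the share of CLIP-seq reads in introns, and the paper takes up no intronic peak. Soft-masked bases, which mark repeated sequence, were 10.2 percentage points rarer in these peaks than in windows (a difference of -10.2). The paper counts uniquely mapped reads, and the windows were not limited to sequence where reads map uniquely. This test therefore cannot decide whether repeated sequence plays a part. Exons of other genes are an unlikely explanation, as 2.6% of these peaks overlap one. Zfp36 bound at its motif in unspliced RNA is unlikely for most, since 0.0% of the intronic peaks hold UAUUUAUU (exact 95% interval up to 1.9). Low RNA level of these mRNAs remains a candidate explanation: the share of mRNAs in the table of expressed genes was 56.2 percentage points higher for 3'UTR peaks.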

How the results depend on the processing

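Which tests were run was set before the data were examined, except the 2 settings said to be added after. The cause was not tested.

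With other genes' 3'UTRs as control, the ratio of motifs in the 724 mRNAs was 0.85 for Cpeb4 (Fisher's exact test, adjusted p = 2.39e-11), against 6.35 with shuffled copies. Its sites overlap and are not independent, and by 3'UTR 292 of 697 held the motif against 2360 of 5510, similar shares. For Pcbp2 the ratio was 0.92 (0.581) against 3.99, so its excess was lost and not reversed. With the same control, Zfp36 had 1.01 (0.858) and Pcbp1 1.03 (0.858).

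TE calls were 0 in every comparison. From 0 to 1 h, leaving out a library gave 0 to 294 (294 without 1 h replicate A), and one model over both assays 1. From 1 to 2 h the range was 0 to 304, and the stated filter gave 1. Between 1 and 6 h it was 0 to 379, and one model gave 4. In any adjacent interval it was 0 to 395 adjusted and 549 to 1735 unadjusted; the stated filter and one model each gave 1 adjusted. The F-test had 0 to 108. With the replicate block, TE calls stayed 0 and genes lower in RNA at 1 h were 846. Without the 1 h libraries (added after), there were 0 calls from 0 to 6 h.

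Genes lower in RNA at 1 h (438) were 780 without a filter and 288 with median centring, and 114 to 593 with a library left out. Genes with fewer RPFs at 1 h (17) were 10 with median centring and 4 to 612 with a library left out. More RPFs at 1 h (155) ranged from 121 to 265. Fewer RPFs at 6 h (1902) were 945 with median centring and 1149 to 2224 with a library left out.

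The difference between Zfp36 targets and other mRNAs in TE from 0 to 1 h (0.13) was 0.09 without a filter (permutation p = 0.0803), 0.01 without 1 h replicate B and 6 h replicate A (permutation p = 0.862, added after), and 0.01 to 0.24 with a library left out. Their overlap with the 724 mRNAs was 5 under the stated filter (Fisher's exact p = 0.047).

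In the comparisons run again, Tnf kept its calls in RNA and RPFs in every setting, and its TE had no call, with 0.93 to 2.38 from 0 to 1 h. Its RPF change from 2 to 6 h and its TE step from 4 to 6 h were not run again. Other single genes had the same outcome, called or not called, in 3966 of 4023 values, and camera tests in 2779 of 2866. Between cultures of the same letter, the correlation of replicate differences was 0.09 to 0.54 in RNA, 0.02 to 0.08 in TE and -0.02 to 0.02 in RPFs.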

Differences from the paper's values

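The comparisons below were tests chosen before the data were examined, except where stated.

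The Pearson correlation of Ribo-seq replicates at 1 h was 0.882, and about 0.93 in the paper (Figure 1—figure supplement 1A, read by eye). At 4 h it was 0.984, and about 0.90 in the paper (Figure 1—figure supplement 1A, read by eye). Both differ also among genes above 1 RPKM in every library (0.891 and 0.984) and with Spearman's coefficient (0.86 and 0.981), and no alternative set beforehand comes within the difference allowed. The paper's correlations use another unit and set of genes.

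The paper describes Tnf mRNA as relatively stable from 2 to 6 h, whereas it changed by -1.11 on the log2 scale here (limma adjusted p = 9.22e-07), in a range of -1.18 to -1.04 with each library left out. The paper reports few Tnf RPFs at 6 h, where 568 ± 16 RPKM (SD, n = 2) were measured here, above 0 h by 3.83. From polysome gradients with qRT-PCR, not analysed here, the paper also reports a shift of Tnf mRNA away from polyribosomes between 1 and 6 h. It calls the decrease in Tnf TE from 1 to 6 h significant, and its direction here was the same (-1.32), with a limma unadjusted p = 0.0133 and adjusted p = 0.297, and no setting run calls it (range 0.153 to 0.728).

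The paper chose the RNA-binding proteins of Figure 1F for expression at its stated level, and Srsf4 mRNA was at 5.65 RPKM at 0 h and 3.64 RPKM at 6 h here, below that level. Of the motifs, only that of Cpeb4 reached the adjusted p that the Results of the paper state, while all 4 pass the adjusted p of 0.05 that its Methods state. For Zfp36 it was 1.69e-12, for Pcbp2 1.06e-44 and for Pcbp1 2.37e-32, and no setting run reaches the threshold of the Results for these 3. The paper searched motifs of the CISBP-RNA database with FIMO, whereas 1 exact string per protein was counted here. These p-values are therefore of an unlike measure, and that of Cpeb4 counts overlapping sites as independent.

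The paper states a filter on expression at all time points, and 237 of the 724 mRNAs have a time point at or below 10 RPKM here.

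The paper lists 724 mRNAs with a change in TE at an unadjusted p under 0.05, where limma gave 861 here. Data simulated with no change in any gene gave a mean of 723 by limma, so the nearness of these counts carries no meaning. As a share, the 724 are 17.9% of the 4053 genes with at least 5 RPKM in every library. By chance, 18.5% would pass at least 1 of 4 independent tests, a rough comparison because adjacent intervals share time points. After adjustment limma called 0. Settings that call genes of that list are the stated filter (Pop7), one model over both assays (Malt1, and Pet100 from 1 to 6 h), and leaving out 1 h replicate A, where 165 of 395 genes called in at least 1 interval are in it. Replicate B is then the only library at 1 h, and it correlates less with the other time points than replicate A does (Pearson's r with 2 h 0.834 and 0.831, against 0.92 and 0.915). Without replicate B, 0 genes are called by limma, with 133 at an unadjusted p under 0.05 from 0 to 1 h.

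The paper places most Zfp36 peaks in 3'UTRs, from the CLIP-seq reads of Figure 5C, whereas 23.2% of the listed peaks have their centre there; with a fold of at least 5 it was 19.8%, and with the whole peak within the feature 22.1%. Reads and listed peaks are different quantities, and the peaks of Supplementary file 3 beyond the deposited 280 (302 in all) were not placed.

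For Figure 1—figure supplement 1B the paper used Enrichr with WikiPathways gene sets, and it states no background. Here, lists fixed beforehand were tested on the 6397 genes of the deposited table. Gene sets and tool differ, so a list that did not pass here does not contradict the paper. Of the lists for those pathways, oxidative phosphorylation had the smallest p here (Fisher's exact test, 0.0448, adjusted p = 0.351), and did not pass. Among genes that pass the stated filter its unadjusted p was 0.416, with an odds ratio of 1.29. Ribosomal proteins, apoptosis, splicing, and TNF and NF-kB signalling did not pass either. For the targets, which the paper also analysed with Enrichr, the apoptosis list did not pass (Fisher's exact test, adjusted p = 0.239). The same limit applies to that result.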

Other observations

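The tests of explanations below were chosen after the result was seen.

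The number of TE calls depends on the 1 h Ribo-seq replicates, with 294 calls from 0 to 1 h without replicate A. Few reads are unlikely to explain their spread, which was 1.44 times that at 6 h, the time of the library with the fewest reads. A different response of culture B in RNA is unlikely, as the spread in RNA at 1 h was 1.05 times that of other time points, but a difference of that culture in translation alone was not tested and remains open. Few fragments read many times met the prediction (0.08) and remain open. Other time points gave 0.07 to 0.2, while the excess variance of the genes with fewest reads was largest at 1 h (1.912, against 0.067 to 0.834).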
